# Targeting TREM2 signaling shows limited impact on cerebrovascular calcification

**DOI:** 10.26508/lsa.202402796

**Published:** 2024-10-28

**Authors:** Sucheta Sridhar, Yingyue Zhou, Adiljan Ibrahim, Sergio Bertazzo, Tania Wyss, Amanda Swain, Upasana Maheshwari, Sheng-Fu Huang, Marco Colonna, Annika Keller

## Abstract

Brain calcification, the ectopic mineral deposits of calcium phosphate, is a frequent radiological finding and a diagnostic criterion for primary familial brain calcification. We previously showed that microglia curtail the growth of small vessel calcification via the triggering receptor expressed in myeloid 2 (TREM2) in the *Pdgfb*^*ret/ret*^ mouse model of primary familial brain calcification. Because boosting TREM2 function using activating antibodies has been shown to be beneficial in other disease conditions by aiding in microglial clearance of diverse pathologies, we investigated whether administration of a TREM2-activating antibody could mitigate vascular calcification in *Pdgfb*^*ret/ret*^ mice. Single-nucleus RNA-sequencing analysis showed that calcification-associated microglia share transcriptional similarities to disease-associated microglia and exhibited activated TREM2 and TGFβ signaling. Administration of a TREM2-activating antibody increased TREM2-dependent microglial deposition of cathepsin K, a collagen-degrading protease, onto calcifications. However, this did not ameliorate the calcification load or alter the mineral composition and the microglial phenotype around calcification. We therefore conclude that targeting microglia with TREM2 agonistic antibodies is insufficient to demineralize and clear vascular calcifications.

## Abstract (precis)

Microglia protect the brain from calcification and require the TREM2 receptor for this role. Here, we find that boosting TREM2 function using an antibody increases a TREM2-dependent response of microglia to vascular calcifications but is insufficient to resolve the pathology.

## Introduction

Brain calcification, whether vascular or parenchymal, is a frequent finding on radiological scans in older adults and in various brain pathologies, including tumors, inflammation, Alzheimer’s disease (AD), and microgliopathies (Maheshwari et al, 2022). These radiological features are also characteristic of certain pediatric conditions, and the pattern of calcification can aid in their diagnosis (Goncalves et al, 2020a; 2020b). Similarly, in the case of primary familial brain calcification (PFBC), the presence of bilateral calcifications in specific brain regions is a key diagnostic criterion (Balck et al, 2021). Autosomal dominant PFBC is a genetic neurodegenerative disorder caused by mutations in four genes: *XPR1*, *SLC20A2*, *PDGFRB*, and *PDGFB* (Wang et al, 2012; Keller et al, 2013; Nicolas et al, 2013; Legati et al, 2015). Clinically affected patients present with either motor symptoms such as bradykinesia and ataxia, or non-motor symptoms such as mood imbalances, anxiety, and cognitive deficit (Balck et al, 2021). However, although the presence of bilateral basal ganglion calcification is a diagnostic criterion for PFBC, the role of calcifications in disease initiation and progression is still unknown. Although a few reports have investigated bisphosphonates as a potential treatment to halt calcification and improve symptoms in PFBC (Loeb, 1998; Loeb et al, 2006; Oliveira & Oliveira, 2016), the therapeutic efficacy of halting calcification in this disease remains unclear.

Vascular calcification in PFBC patients and animal models (e.g., *Pdgfb*^*ret/ret*^, *Xpr1*^*+/−*^, *Slc20a2*^*−/−*^) is accompanied by conspicuous microglial reactivity (Miklossy et al, 2005; Keller et al, 2013; Zarb et al, 2019; Nahar et al, 2020; Maheshwari et al, 2023). Although this observation could simply reflect a reactive response to the pathological change, our studies using the *Pdgfb*^*ret/ret*^ mouse model of PFBC revealed that reducing microglial numbers using an inhibitor (PLX5622) against colony-stimulating factor 1 receptor in *Pdgfb*^*ret/ret*^ mice significantly increased the calcification load (Zarb et al, 2021). This evidence suggests that microglia are not merely reactive, but instead play a crucial role in limiting the growth and progression of vascular calcifications in PFBC. In fact, microgliopathies with cell-autonomous microglial dysfunction lead to diseases that are accompanied by brain calcification (Bianchin & Snow, 2022), highlighting the role of proper microglial function in preventing ectopic calcification. In addition, mice without microglia display aging pathologies including demyelination (McNamara et al, 2023) and, most notably, vascular and parenchymal calcification in the thalamus (Chadarevian et al, 2024; Munro et al, 2024). Microglia have emerged as disease modulators in late-onset Alzheimer’s disease, with key risk allelic variants being exclusively or highly expressed in microglia (Villegas-Llerena et al, 2016). Interestingly, a mouse model of AD lacking microglia developed parenchymal calcifications (Kiani Shabestari et al, 2022). Thus, these findings collectively suggest a link between microglial function and brain calcification in various disease contexts and preclinical animal models. These data also indicate that microglia are active participants in regulating brain calcification, potentially opening new avenues for therapeutic interventions in reducing brain calcification.

The molecular mechanisms by which microglia orchestrate the removal or control of ectopic calcification remain elusive. However, our previous studies suggest a critical role of the TREM2 in halting vascular calcifications. Deleting *Trem2* in the *Pdgfb*^*ret/ret*^ PFBC model significantly worsened calcification (Zarb et al, 2021). Notably, patients with loss-of-function mutations in *TREM2* also present with brain calcification (Paloneva et al, 2002; Bianchin et al, 2004). This indicates that TREM2 signaling plays a key role in preventing and potentially reversing brain calcification. TREM2 is known to regulate key microglial functions such as phagocytosis, inflammation, and migration (Jay et al, 2017). Because of the multifaceted role of TREM2 in microglial physiology, enhancing TREM2 function is emerging as a promising therapeutic approach for late-onset Alzheimer’s disease and other neurodegenerative diseases: potentially by simultaneously improving phagocytic capacity and metabolism of microglia (Schlepckow et al, 2023).

In this study, we characterized the transcriptomic profile and activated signaling pathways of calcification-associated microglia (CAM) in a mouse model of PFBC (*Pdgfb*^*ret/ret*^). We showed that CAM share similarities in their transcriptional profile to disease-associated microglia (DAM), and exhibit activated TREM2 and TGFβ signaling. We further investigated the possibility of halting vascular calcification growth in *Pdgfb*^*ret/ret*^ mice by boosting TREM2 activity to enhance microglial function by administering a bivalent anti-TREM2–activating antibody (AL002a). Our findings demonstrate that sustained administration of an anti-TREM2–activating antibody increased microglial deposition of cathepsin K on calcifications, aligning with our previous observation of its TREM2 dependence. However, we did not observe a reduction in the overall vascular calcification load. Therefore, although TREM2 activity in microglia appears to be necessary for controlling vascular calcification in *Pdgfb*^*ret/ret*^ mice, stimulating TREM2 alone as a therapeutic approach is insufficient to reduce it. This suggests that the processes by which microglia control tissue calcification are complex and likely involve interplay with other signaling pathways.

## Results

### Transcriptional profile of CAM

Our previous analysis of CAM reported their protein and cell surface profiles based on a limited number of selected markers (Zarb et al, 2021). To obtain an unbiased profile of their phenotype, we performed single-nucleus (sn) RNA sequencing (RNA-seq) of *Pdgfb*^*ret/ret*^ mouse brains to characterize the transcriptome of CAM. 

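Deep brain and cortical tissue of 6 mutant (*Pdgfb* ret/ret) and 6 control (*Pdgfb* ret/wt) mice gave 24 libraries of single nuclei, 1 per mouse and region, made with the 10x Genomics 5′ chemistry. The authors counted unique molecular identifiers (UMIs) on each gene with CellRanger 5.0.1, introns included, and deposited these counts for the barcodes called as nuclei, without normalization. Deep brain libraries of mutants held 64736053 to 93185021 UMIs (median 76985000) over 9942 to 12166 barcodes, and those of controls held 66559088 to 96459036 UMIs (median 80875920.5) over 7981 to 11591 barcodes. Cortical libraries held 23625232 to 94945647 UMIs in mutants (median 45271216.5) and 28224094 to 95605387 in controls (median 31001997.5). The limits the paper states were applied to each nucleus, which needed more than 500 and fewer than 7000 detected genes and less than 20% mitochondrial UMIs. They kept 124958 of 127519 barcodes from the deep brain and 79967 of 109705 from the cortex, where 28256 barcodes had too few genes. The median UMIs per kept nucleus lay between 3547 and 7314 in deep brain libraries and between 804 and 8054 in cortical libraries, with 7 of the 12 cortical libraries below 1500. Counts were scaled to 1000 per nucleus, and nuclei of all deep brain libraries were clustered on 20 principal components of 2000 variable genes at a resolution of 0.01. Microglial nuclei were clustered again on 30 components at a resolution of 0.4, and 56 genes that the paper names were left out of this clustering, so that they had no part in forming the clusters. Clusters are called CAM-like, homeostatic-like or IFNR-like where lists of marker genes named them, by rules written after the clusters had been seen. To compare mice rather than nuclei, counts were summed over the nuclei of each library and fitted with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes tested. Shares of nuclei were compared between genotypes by a two-sided exact permutation test over the 924 ways of dividing 12 libraries into 6 and 6, for which the smallest possible p is 0.00216. On counts simulated from the deep brain microglia, in which 200 of 8053 genes were changed to a log2 fold change of 1, edgeR found 173 of the changed genes with 12 false calls, and DESeq2 found 153 with 5. For the comparison of CAM-like with homeostatic-like nuclei, edgeR found 98 of 200 such genes among 3825 with 3 false calls, and DESeq2 found 84 with 2.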

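Each library was checked against its genotype, region and sex. *Pdgfb* (ENSMUSG00000000489) on chromosome 15 from 79995874 to 80014977 of GRCm38 had 4.64 ± 0.989 CPM (counts scaled by all UMIs of the nuclei summed; SD, n = 6 mice) in deep brain nuclei of mutants and 6.14 ± 1.41 in controls (exact permutation test, two-sided, p = 0.0714). In cortical nuclei its level was 10.4 ± 1.90 CPM in mutants and 12.3 ± 1.30 in controls (exact permutation test, two-sided, p = 0.0779). A count per gene does not tell the *ret* allele from the wild-type allele, so these levels leave the genotype labels untested. All mutants and 5 of the controls were labelled female. In 22 libraries *Xist*, which is transcribed from the inactive X chromosome, had 787 to 1005 CPM. The deep brain and cortical libraries of control mouse 6, labelled male, had 0.137 and 0.288 CPM of *Xist*. In the deep brain of this mouse the Y-linked genes *Ddx3y*, *Uty* and *Kdm5d* had 42.2, 128 and 63.9 CPM.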

Nuclei were isolated from two different regions of control and mutant (*Pdgfb*^*ret/ret*^) mice: the cerebral cortex, where vessels are not calcified and CAM are absent, and the deep brain, where blood vessels are calcified and CAM are present (Fig S1A). 

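After the limits on detected genes and mitochondrial share, the 12 deep brain libraries kept 64604 nuclei from mutants and 60354 from controls, 124958 in total. Single libraries contributed 9746 to 11952 nuclei in mutants and 7715 to 11362 in controls. At a resolution of 0.01 these nuclei formed 9 clusters, with 53867, 30249, 12959, 10234, 4806, 4754, 4359, 2925 and 805 nuclei.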

A total of 119,935 nuclei from all deep brain samples clustered into 10 groups (Fig S1B). 

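By lists of marker genes, 69660 deep brain nuclei (55.7%) were neurons, 30249 (24.2%) oligodendrocytes, 10521 (8.42%) astrocytes and 4359 (3.49%) oligodendrocyte precursor cells, and 2666 were left unnamed. Their median depths were 9609, 2671, 3258 and 4991 UMIs per nucleus. Marker levels are means over the 12 libraries with SD, from counts summed over the nuclei of each class. On GRCm38 the annotation places *Rbfox3* (ENSMUSG00000025576) on chromosome 11 from 118489762 to 118911597, *Mbp* (ENSMUSG00000041607) on chromosome 18 from 82475146 to 82585637 and *Mog* (ENSMUSG00000076439) on chromosome 17 from 37010743 to 37023398. *Rbfox3* had 356 ± 45.4 CPM in neurons, and the next named class, microglia, had 115 ± 28.2 CPM. In oligodendrocytes *Mbp* had 5238 ± 196 CPM, against 646 ± 136 in the precursor cells, and *Mog* had 1140 ± 91.3 CPM. The astrocyte markers lie apart, *Slc1a2* (ENSMUSG00000005089) on chromosome 2 from 102658659 to 102790784, *Aqp4* (ENSMUSG00000024411) on chromosome 18 from 15389496 to 15410982 and *Aldh1l1* (ENSMUSG00000030088) on chromosome 6 from 90486427 to 90600203. Their levels in astrocytes were 5701 ± 1273 CPM for *Slc1a2*, 549 ± 83.1 for *Aqp4* and 137 ± 19.5 for *Aldh1l1*. In the precursor cells *Pdgfra* (ENSMUSG00000029231) on chromosome 5 from 75152292 to 75198215 had 1018 ± 79.8 CPM. *Cspg4* (ENSMUSG00000032911) had 360 ± 44.1 CPM there, lower than the 590 ± 250 CPM of mural cells, and *Olig1* (ENSMUSG00000046160) had 239 ± 26.8 CPM, against 132 ± 12.2 in oligodendrocytes.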

The clusters were identified based on the expression of brain cell–type markers (Zeisel et al, 2018; Zhou et al, 2020) as follows: neurons (clusters N1 to N5, expressing *Rbfox3*), oligodendrocytes (OC, expressing *Mbp*, *Mog*, *Plp1*), astrocytes (AC, expressing *Slc1a2*, *Aqp4*, *Aldh1l1*), and oligodendrocyte precursor cells (OPC, expressing *Pdgfra*, *Cspg4*, *Olig1*). The vascular cluster (VC) contained nuclei from mural cells (expressing *Vtn*, *Pdgfrb*) and endothelial cells (expressing *Cldn5*) (Vanlandewijck et al, 2018; Zhou et al, 2020). 

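The cluster that held the vascular nuclei had 2925 nuclei, which were clustered once more at a resolution of 0.1. Marker lists named 206 of them mural cells, with a median of 1398.5 UMIs per nucleus, 668 endothelial cells, with a median of 1921, and 1461 fibroblasts. *Vtn* (ENSMUSG00000017344) on chromosome 11 from 78499091 to 78502324 of GRCm38 had 3852 ± 1945 CPM (mean ± SD over libraries) in mural cells, 546 ± 167 in fibroblasts and 308 ± 306 in endothelial cells. The level of *Pdgfrb* (ENSMUSG00000024620) on chromosome 18 from 61045150 to 61085061 was 2016 ± 928 CPM in mural cells and 184 ± 48.4 in fibroblasts. *Cldn5* (ENSMUSG00000041378) on chromosome 16 from 18776847 to 18778262 had 1289 ± 470 CPM in endothelial cells and 55.9 ± 86.6 in mural cells.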

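The microglial cluster of the deep brain held 4806 nuclei with a median of 2406.5 UMIs. Markers of microglia and macrophages were read in it on GRCm38, *P2ry12* (ENSMUSG00000036353) on chromosome 3 from 59216272 to 59262871, *Csf1r* (ENSMUSG00000024621) on chromosome 18 from 61100598 to 61132149 and *Mrc1* (ENSMUSG00000026712) on chromosome 2 from 14229392 to 14332057. *P2ry12* had 926 ± 168 CPM (SD, n = 12 libraries) in this cluster, and the next class, astrocytes, had 12.4 CPM. *Csf1r* had 2499 ± 904 CPM, against 29.0 in endothelial cells, and *Mrc1* had 76.3 ± 30.1 CPM, against 13.1 in endothelial cells. A UMI of *Mrc1* was found in 5.37% of the nuclei of the cluster, in 1.03% of neurons, whose median depth was 9609 UMIs, and in 0.202% of oligodendrocytes, with a median of 2671.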

Microglia and perivascular macrophage nuclei were in the MG cluster and expressed markers *P2ry12*, *Csf1r*, and *Mrc1* (Fig S1C). 

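The genes used to remove contaminants were also counted in cells that should lack them. A UMI of *Mbp* was present in 37.1% of nuclei of the microglial cluster, in 43.6% of neurons and in 29.1% of astrocytes, and a UMI of *Rbfox3* in 13.0%, with 5.38% of astrocytes and 4.24% of oligodendrocytes carrying one. For *Aqp4* the share was 5.49% in the microglial cluster, 3.84% in neurons and 3.14% in oligodendrocytes. Median depths were 2406.5 UMIs in the microglial cluster, 9609 in neurons, 3258 in astrocytes and 2671 in oligodendrocytes. Leaving out every nucleus with at least 1 UMI of *Mrc1*, *Mbp*, *Aqp4* or *Rbfox3* removed 2348 of 4806 nuclei from the deep brain and 858 of 1971 from the cortex. With at least 2 UMIs of any of them as the limit, 1268 and 432 nuclei were removed.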

Microglia from the MG cluster were analyzed further after removing contaminant nuclei that expressed non-microglial markers (i.e., *Mrc1*, *Mbp*, *Aqp4*, *Rbfox3*). 

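Of the deep brain nuclei left, 1413 came from 6 mutants (205, 249, 194, 292, 251 and 222 per mouse) and 1045 from 6 controls (176, 211, 138, 140, 179 and 201). The legend of Fig 1A gives 5 controls, and the paper's text does not name the control left out, so all 6 were kept. Microglial UMIs per library ranged from 317750 to 602277, with medians of 1896.5 to 2617.5 per nucleus. At a resolution of 0.4 these nuclei formed 7 clusters. The largest held 1206 nuclei (602 from mutants and 604 from controls) and the second 770 (476 and 294). Both met no other list and were homeostatic-like by markers higher than in non-microglial nuclei. A cluster of 166 nuclei (106 and 60) was led by mitochondrial genes and was left unnamed. Others were CAM-like with 110 nuclei (88 and 22) and IFNR-like with 78 (58 and 20). The smallest were a cluster led by markers of oligodendrocyte precursor cells and neurons, with 74 nuclei (42 and 32), and a T cell–like cluster with 54 (41 and 13).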

A subsequent unsupervised clustering of 1,349 control (*Pdgfb*^*ret/wt*^) and 1728 mutant (*Pdgfb*^*ret/ret*^) microglial nuclei identified five separate clusters (Fig 1A). Two microglial clusters were determined as homeostatic (hMG1 and hMG2) based on the expression of known homeostatic microglial genes such as *P2ry12*, *Fcrl*s, *Cx3cr1*, and *Siglech* (Keren-Shaul et al, 2017) (Fig 1B). 

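Marker levels were computed for both homeostatic-like clusters as means over the 12 libraries with SD. On GRCm38 the files' genes include *Fcrls* (ENSMUSG00000015852) on chromosome 3 from 87250758 to 87263738, *Cx3cr1* (ENSMUSG00000052336) on chromosome 9 from 119901616 to 120069879 and *Siglech* (ENSMUSG00000051504) on chromosome 7 from 55768178 to 55778925. In the first and the second cluster, *P2ry12* had 1686 ± 234 and 1622 ± 295 CPM and *Fcrls* had 706.5 ± 120 and 650 ± 166 CPM. *Cx3cr1* had 1599.5 ± 152 and 1574 ± 203 CPM, and *Siglech* had 1204.5 ± 181 and 1169 ± 188 CPM. Summed over nuclei, *P2ry12* had 1677 and 1552.7 CPM in these clusters. It had 1712.4 in the cluster led by mitochondrial genes and 1635.5 in the IFNR-like cluster, so it does not set the homeostatic-like clusters apart from those. Of the 50 genes that led the first cluster, 2 were at a higher level in non-microglial nuclei than in microglial nuclei. For the second cluster this held for 37 of 50, against 31.2% of all genes. The first cluster made up 44.4 ± 19.5% of microglia in mutants and 59.4 ± 12.6% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.145, and 0.254 after Benjamini-Hochberg adjustment over the 7 clusters). Shares of the second were 31.2 ± 22.6% and 26.7 ± 11.5% (exact permutation test, two-sided, p = 0.773, adjusted p = 0.902).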

The three remaining clusters were assigned as IFNR—interferon response microglia; PrMG—proliferating microglia; and CAM (Fig 1A). The IFNR cluster expressed interferon response genes such as *Nlrc5*, *Stat1*, and *Herc6*. 

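The genes lie on GRCm38 as *Nlrc5* (ENSMUSG00000074151) on chromosome 8 from 94434356 to 94527272 and *Herc6* (ENSMUSG00000029798) on chromosome 6 from 57581000 to 57664632. Summed over the 78 nuclei of the IFNR-like cluster, *Nlrc5* had 356 CPM, against 43.4 CPM in the other microglial nuclei, and *Herc6* had 584 against 119. Across the 7 libraries with at least 5 such nuclei, the levels were 365 ± 108 and 591.5 ± 199 CPM (SD). A UMI was found in 44.9% and 52.6% of these nuclei, with a median of 2234.5 UMIs, and in 7.38% and 23.5% of the largest homeostatic-like cluster, with a median of 2307. IFNR-like nuclei made up 4.25 ± 2.18% of microglia in mutants and 1.90 ± 1.00% in controls (SD, n = 6), a difference of 2.35 percentage points (exact permutation test, two-sided, p = 0.0476, and 0.0476 after adjustment over 3 shares or 0.111 over the 7 clusters). With 1 mouse left out at a time the difference lay between 1.85 and 2.86 points (exact permutation test, p = 0.0173 to 0.0952), and p exceeded 0.05 for 8 of the 12 mice.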

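No cluster was named proliferating-like at a resolution of 0.4. The CAM-like cluster met both lists in full, with 6 cell cycle markers and 10 CAM markers. Where a cluster met several lists, the markers among its 10 leading genes decided first, then the share of the list met and the mean fold. At a resolution of 0.8 a cluster of 29 nuclei (22 from mutants and 7 from controls) was proliferating-like, with a median of 3256 UMIs. It was read for *Pola1* (ENSMUSG00000006678) on chromosome X from 93304767 to 93632155 and *Cenpp* (ENSMUSG00000021391) on chromosome 13 from 49464023 to 49652785 of GRCm38. *Pola1* had 565 CPM in these nuclei and 44.4 CPM in the other microglial nuclei, and *Cenpp* had 554 and 21.1 CPM. A UMI of either gene was found in 65.5% of them (95% exact Clopper-Pearson interval 45.7 to 82.1%), and in 6.80% (*Pola1*) and 2.82% (*Cenpp*) of the largest homeostatic-like cluster. Their share was 1.56 ± 0.894% of microglia in mutants and 0.683 ± 0.238% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.0173). With 2 UMIs as the limit for contaminants, a resolution of 0.4 gave such a cluster too, and its share differed by 0.409 percentage points (exact permutation test, p = 0.275). With the limit of 1 UMI, cell cycle genes at 0.4 were in the CAM-like cluster, where *Pola1* had 247 CPM, *Cenpp* had 202 CPM and 18 of 110 nuclei had a UMI of *Mki67*.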

The PrMG cluster up-regulated *Pola1* and *Cenpp*, indicating that the cluster contained microglia in various stages of the cell cycle. The CAM cluster was defined by the expression of genes such as *Apoe*, *Lpl*, *Axl*, *Spp1*, *Cd74*, *Csf1* and was mainly composed of nuclei from *Pdgfb*^*ret/ret*^ mice (Fig 1A and B). 

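The genes of the cluster are *Apoe* (ENSMUSG00000002985) on chromosome 7 from 19696109 to 19699188, *Lpl* (ENSMUSG00000015568) on chromosome 8 from 68880491 to 68907448 and *Axl* (ENSMUSG00000002602) on chromosome 7 from 25757273 to 25788705, and *Spp1* (ENSMUSG00000029304) on chromosome 5 from 104435118 to 104441050, *Cd74* (ENSMUSG00000024610) on chromosome 18 from 60803848 to 60812652 and *Csf1* (ENSMUSG00000014599) on chromosome 3 from 107741048 to 107760469 of GRCm38. All were among the genes left out of the clustering. Summed over its 110 nuclei, the CAM-like cluster had 1210 CPM of *Apoe*, against 265 CPM in the other microglial nuclei, 346 against 7.69 of *Lpl* and 129 against 11.0 of *Axl*. *Spp1* had 145 CPM, against 6.78, *Cd74* had 1232, against 36.1, and *Csf1* had 217, against 20.7. Of these nuclei 88 came from mutants and 22 from controls. They were 5.85, 10.8, 8.76, 2.74, 3.59 and 6.76% of microglia in mutant mice 1 to 6 and 0.568, 2.37, 0.725, 3.57, 2.79 and 2.49% in control mice 1 to 6. The means were 6.42 ± 3.07% and 2.09 ± 1.19% (SD, n = 6), and the difference of 4.34 percentage points had an exact permutation p of 0.00866, two-sided, and of 0.0260 after adjustment over the 3 shares tested, or 0.0530 over the 7 clusters. With 1 mouse left out at a time, the difference was 3.45 to 5.07 points (exact permutation test, p = 0.00216 to 0.0216). A resolution of 0.2 moved it most, to 6.27 points (exact permutation test, p = 0.0130), and other alternatives gave at least 3.21. The cluster was mixed. At a resolution of 0.8, 36 of the 110 nuclei were in a CAM-like cluster of 65 (56 from mutants) with *Lpl* at 548 CPM, 49 in a cluster of 50 (36 from mutants) led by MHC class II genes, and 25 in the proliferating-like cluster of 29. The cluster of 50 was named CAM-like too, so CAM-like shares at 0.8 include it. The 50 nuclei had 3450 CPM of *Cd74*, no UMI of *Lpl*, and macrophage markers such as *F13a1*, *Cd163* and *Lyve1*, and 5 of them (10%) had a UMI of *P2ry12*. Immunoglobulin segments contributed 510 UMIs, all in 11 of the 110 nuclei. From the authors' own clustering of deep brain microglia, the paper's discussion states that CAM have a transcriptomic signature of their own. *Lpl*, *Cd74*, *Csf1* and *Axl* are among its genes (Fig 1A and B). From the pooled regions it states that microglia with this signature were found only where vessels calcify (Fig S1D and E).

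**Figure D1:**
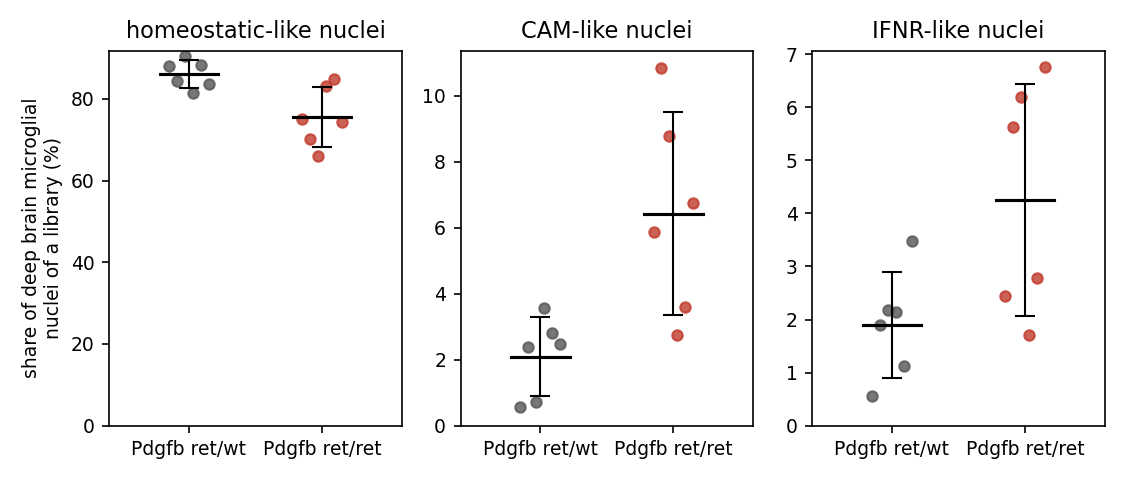
Share of microglial nuclei (%) that were homeostatic-like, CAM-like and IFNR-like in deep brain libraries of control and mutant mice; points are mice and bars are means ± SD (n = 6). The CAM-like share was 2.09 ± 1.19% in controls and 6.42 ± 3.07% in mutants.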

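Microglial nuclei of both regions, 2458 from the deep brain and 1113 from the cortex, were clustered together, and 43 were CAM-like. Of these, 34 were among 1413 nuclei from the deep brain of mutants (2.41%, 95% exact Clopper-Pearson interval 1.67 to 3.35%), in 6 of 6 libraries. In the deep brain of controls there were 3 of 1045 (0.287%, interval 0.0592 to 0.837%). The cortex gave 4 of 697 in mutants (0.574%, interval 0.157 to 1.46%) and 2 of 416 in controls (0.481%, interval 0.0583 to 1.73%), in 2 libraries each. Another cluster, of 92 nuclei, met the lists of both CAM and cell cycle markers and was named proliferating-like, but CAM-like when 50 rather than 10 CPM were added to each level. It held 55 and 20 nuclei from the deep brain of mutants and controls and 11 and 6 from the cortex, which with the 43 would make 89, 23, 15 and 8 CAM-like nuclei. The counts of 8 CAM markers were added up over all microglial nuclei of a library before the log. *Apoe* therefore weighs more in this level than *Lpl*, *Axl*, *Flt1*, *Spp1*, *Cd74* or *Csf1*, which were lower outside the CAM-like cluster. The level was 9.49 ± 0.39 (log2 of CPM + 1, SD, n = 6) in the deep brain of mutants. In controls it was 8.64 ± 0.27, a difference of 0.85. Its exact permutation p was 0.00216, two-sided and the smallest possible, and 0.00649 after adjustment over 3 tests. In the cortex the level was 9.33 ± 0.87 in mutants and 8.41 ± 0.65 in controls, a difference of 0.92 (exact permutation test, two-sided, p = 0.0368, adjusted p = 0.0552). Cortical libraries of mutants and controls with the same replicate number vary together, and an exact permutation of signs within these 6 pairs, added after the result was seen, gave p = 0.156. The difference in the deep brain less that in the cortex was −0.07 (exact permutation test, two-sided, p = 0.905). Cortical libraries held 19 to 325 microglial nuclei, and when these were thinned to 1000 UMIs per nucleus the cortical difference was 0.86 (exact permutation test, p = 0.121). A cluster led by neuronal markers held 149 of the 697 cortical nuclei of mutants and 25 of the 416 of controls. Without clusters led by another cell class, a test added after the result was seen, the cortical difference was 0.50 (exact permutation test, p = 0.372), with 3 to 6 nuclei left in mutant mice 1, 2 and 4, and that of the deep brain 0.90 (p = 0.00216). The genes that the paper lists as higher in its CAM cluster had a median log2 fold change between genotypes of 0.23 in deep brain microglia and 0.13 in cortical microglia. As a set, 57 of them were tested in the deep brain (camera, adjusted p = 0.0259, and 0.0272 with fry) and 36 in the cortex (camera, adjusted p = 0.101, and 0.0767 with fry). For the genes listed as lower the regions were reversed. Their adjusted p was 0.273 by camera and 0.254 by fry in the deep brain, and 0.0259 and 0.0101 in the cortex. The study chose these genes on the same deep brain libraries, so they are not independent of them.

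**Figure D2:**
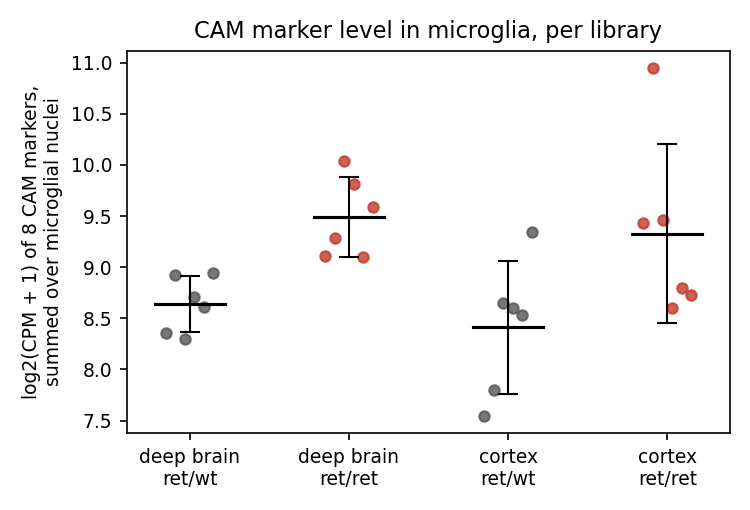
Level of 8 CAM markers added up before the log (log2 of CPM + 1) in microglial nuclei of each library, by region and genotype. Points are mice and bars are means ± SD (n = 6). Mutants exceeded controls by 0.85 in the deep brain and by 0.92 in the cortex, or by 0.59 there without mutant mouse 2.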

Analysis of pooled cortical and deep brain microglia showed that the CAM signature was only detected in deep brain microglia (Fig S1D and E). 

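Both homeostatic-like clusters together held 898 of 1045 control nuclei (85.9%) and 1078 of 1413 mutant nuclei (76.3%), with every cluster of the microglial nuclei in the denominator. Per mouse the share was 86.0 ± 3.46% in controls and 75.6 ± 7.30% in mutants (SD, n = 6). The difference of −10.4 percentage points had a two-sided exact permutation p of 0.0173, or 0.0260 after adjustment over 3 shares. It stayed between −12.3 and −8.49 points when any 1 mouse was left out (exact permutation test, p = 0.00433 to 0.0303). When all 2000 variable genes were used for the clustering, the difference was −16.9 points and the exact permutation p was 0.0758. Without the second homeostatic-like cluster, most of whose leading genes are higher in other cell types, it was −14.96 points (exact permutation test, p = 0.145).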

96% of deep brain microglia from control mice clustered into hMG1 and hMG2 groups, in contrast to 89% of microglial nuclei from *Pdgfb*^*ret/ret*^ mice (Fig 1C). 

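A UMI of *Spp1* was found in 12 of the 110 CAM-like nuclei of the deep brain (10.9%, 95% exact Clopper-Pearson interval 5.77 to 18.3%), at a median depth of 2155 UMIs. Both homeostatic-like clusters had one in 12 of 1206 nuclei (0.995%, interval 0.515 to 1.73%, median depth 2307) and in 14 of 770 (1.82%, interval 0.997 to 3.03%, median depth 2086). Among oligodendrocytes, which served to gauge free RNA, the share was 1.69% at a median of 2671 UMIs, and among neurons 3.82% at a median of 9609. Fibroblasts of the vascular cluster had one in 18.5% of nuclei, at 109 ± 29.0 CPM (SD, n = 12 libraries). Protein was not analysed here.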

CAM were found to express *Spp1* transcripts (Figs 1B and D and S1F); however, expression at the protein level was not detected (Fig S1F).

**Figure S1.**
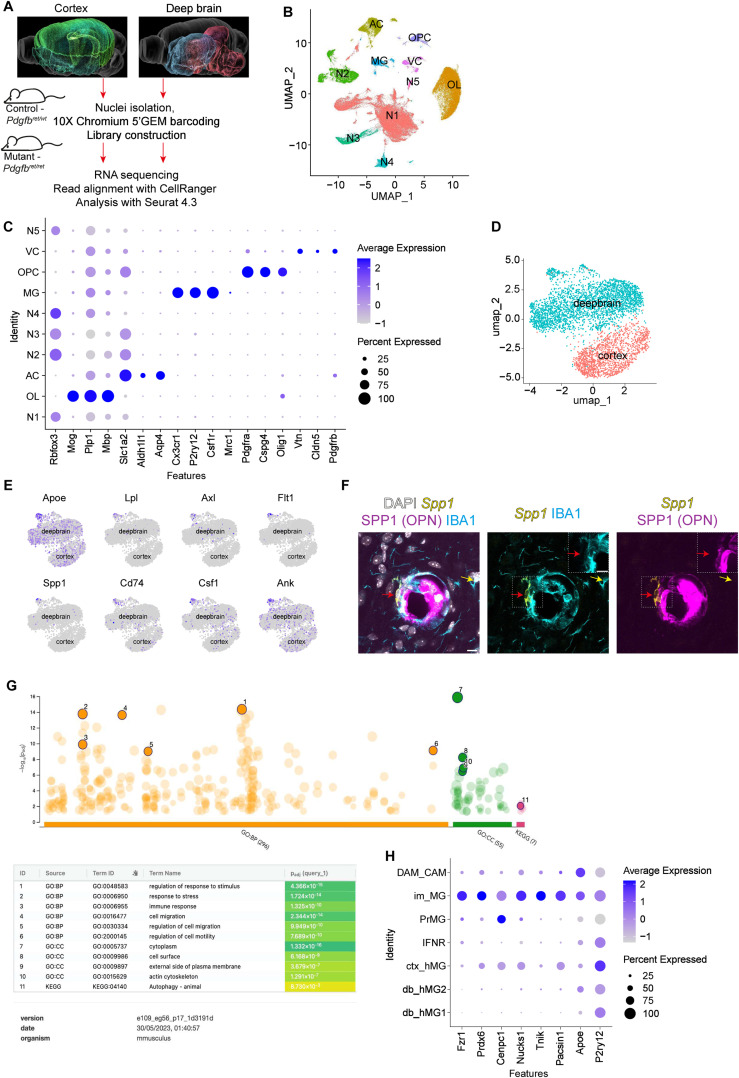
Single-nucleus RNA sequencing of *Pdgfb*^*ret/ret*^ and *Pdgfb*^*ret/wt*^ mice. **(A)** Schematic for the single-nucleus RNA-sequencing workflow. Calcification-prone deep brain regions (in blue: pallidum; in red: interbrain—thalamus and hypothalamus; in pink: midbrain; and in cream: hindbrain—pons) and calcification-free cortical regions (in green: cerebral cortex and hippocampus) from six “control” (*Pdgfb*^*ret/wt*^) and six “mutant” (*Pdgfb*^*ret/ret*^) mice were used for nucleus isolation. Images depicting brain regions were generated from https://bbp.epfl.ch/nexus/cell-atlas/. **(B)** UMAP displaying unsupervised clustering of 119,935 deep brain nuclei at resolution 0.01. Nuclei grouped into five neuronal clusters (N1–N5), astrocytes (AC), oligodendrocytes (OC), microglia and immune cells (MG), mural and vascular cells (VC), and oligodendrocyte precursor cells. **(C)** Dot plot showing the relative expression of cluster-defining genes in each cluster. The size of the dot represents the fraction of nuclei that express the gene within each cluster, and the color reflects the scaled average level of expression. **(D)** UMAP of microglial nuclei from the cortex and deep brain. **(E)** Expression levels per nucleus (ln[normalized counts + 1]) of CAM markers, *Apoe*, *Lpl*, *Axl*, *Flt1*, *Spp1*, *Cd74*, *Csf1*, and *Ank*, show that the microglial cluster expressing CAM markers is only found in the deep brain. **(F)** *Spp1* transcripts (in yellow) were detected in CAM (red arrow) of 4-mo-old mice around calcifications labeled with osteopontin (OPN, in magenta). Note that the S*pp1*-positive microglia are negative for the OPN signal. Microglia proximal to the calcification (yellow arrow) did not express *Spp1* transcript or protein (OPN). **(G)** Dot plot of gene enrichment analysis output from g:Profiler shows selected terms (in bold). The details of the numbered terms are displayed below. The Gene Ontology: Biological Process and Cellular Component collections (GO: BP and GO: CC) and Kyoto Encyclopedia of Genes and Genomes database were used for the analysis. **(H)** Dot plot showing the relative expression of genes defining the “im_MG” cluster among all the clusters in the integrated dataset. The size of the dot represents the fraction of nuclei that express the gene within each cluster, and the color reflects the scaled average level of expression. Scale bars: (F) 10 μm.

**Figure 1.**
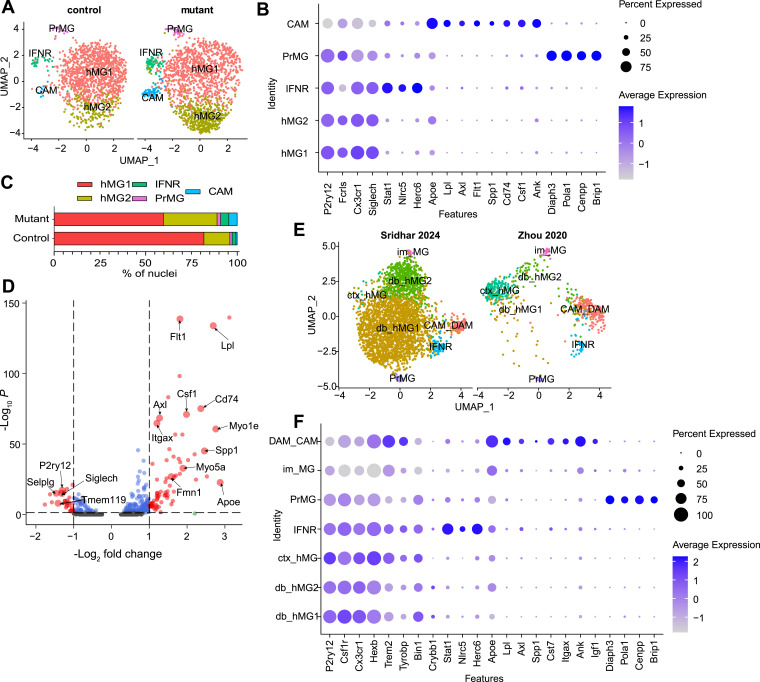
Molecular signature of calcification-associated microglia. **(A)** Uniform Manifold Approximation and Projection of microglial nuclei from 5-mo-old mice (control [*Pdgfb*^*ret/wt*^, n = 5]—1,349 nuclei; and mutant [*Pdgfb*^*ret/ret*^, n = 6]—1,728 nuclei) from the deep brain region grouped into five clusters at a resolution parameter of 0.4. The individual clusters—hMG1, hMG2, IFNR, CAM, and PrMG—are separated by genotype. Age of mice: 5 mo. **(B)** Dot plots display the expression levels of cluster-identifying genes (features) by each cluster. The size of the dot represents the fraction of nuclei that express the gene, and the color reflects the scaled average level of expression. **(C)** Stacked bar plot depicting the percentage of nuclei in each microglial cluster and separated by genotype. **(D)** Volcano plot showing differentially expressed genes in CAM as compared to hMG1 and hMG2. Genes with log_2_ fold change threshold > 1.0 and adjusted *P* < 0.01 (Bonferroni correction) are labeled in red. **(E)** Uniform Manifold Approximation and Projection of deep brain microglial nuclei from this study integrated with the cortical microglial nuclei from 7-mo-old 5X-FAD and control mouse dataset (Zhou et al, 2020). Microglia grouped into six clusters—homeostatic MG from deep brain: db_hMG1 and db_hMG2; homeostatic MG from cortex: ctx_hMG, IFNR, PrMG, CAM_DAM, and im_MG. **(F)** Dot plots display the expression levels of cluster-identifying genes (features) by each cluster in the integrated analysis. The size of the dot represents the fraction of nuclei that express the gene, and the color reflects the scaled average level of expression. hMG, homeostatic microglia; IFNR, interferon response microglia; CAM, calcification-associated microglia; PrMG, proliferating microglia; im_MG, immature microglia. Source data are available for this figure.

Differential gene expression analysis of the CAM cluster as compared to the two homeostatic microglial clusters showed that CAM down-regulated homeostatic markers such as *P2ry12*, *Selplg*, *Siglech*, and *Tmem119* and up-regulated several genes including *Lpl*, *Flt1*, *Cd74*, *Axl*, *Itgax*, *Csf1*, *Spp1*, and *Apoe* (Fig 1D). 

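CAM-like nuclei were compared with homeostatic-like nuclei within each of the 6 mutant deep brain libraries, which held 8 to 27 CAM-like nuclei (18199 to 52800 UMIs) and 128 to 243 homeostatic-like nuclei each. The fit tested 3825 genes without a block for the mouse, and CPM beside its values are scaled by the UMIs of these genes with TMM factors. At an adjusted p below 0.05, 207 genes were higher and 216 lower in CAM-like nuclei, 423 in all, and with the mouse as a block 386 passed, 370 of them shared. Leaving out the filter on low counts moved this most, to 1404 of 18416 genes. Of the 423 genes 299 had the same direction in 6 of 6 mice, as did 13.0% of all genes tested. As clusters were formed on the same nuclei, genes that formed them differ by construction, and of 3544 tested genes that had no part in the clustering 341 passed. On GRCm38 lie *Selplg* (ENSMUSG00000048163) on chromosome 5 from 113818536 to 113832644 and *Tmem119* (ENSMUSG00000054675) on chromosome 5 from 113793729 to 113800516. *P2ry12* had 803 ± 310 CPM in CAM-like and 2121 ± 259 in homeostatic-like nuclei (SD, n = 6), a log2 fold change of −1.40 (standard error 0.20, edgeR adjusted p = 4.74e-06). For *Siglech* the levels were 507 ± 202 and 1536 ± 272 CPM (log2 fold change −1.65, adjusted p = 1.16e-06 by edgeR). *Selplg* had 394 ± 181 and 1050.5 ± 137 CPM (−1.40, adjusted p = 2.15e-05), and *Tmem119* had 235 ± 113 and 584 ± 42.6 (−1.24, adjusted p = 0.000264), both by edgeR. These 4 genes were lower in CAM-like nuclei of 6 of 6 mice. *Apoe* had 1919 ± 459 CPM in CAM-like and 378 ± 181 in homeostatic-like nuclei (log2 fold change 2.32, standard error 0.23, edgeR adjusted p = 4.26e-09). *Cd74* had 1431 ± 758 and 46.5 ± 65.1 CPM (5.03, adjusted p = 2.65e-11 by edgeR), and *Itgax* (ENSMUSG00000030789) on chromosome 7 from 128129547 to 128150657 had 166 ± 63.8 and 10.1 ± 5.16 (3.96, adjusted p = 2.55e-06 by edgeR). All 3 were higher in 6 of 6 mice. Of the 110 nuclei of the CAM-like cluster, 49 fall in a cluster led by MHC class II genes at a resolution of 0.8. Without them 5 libraries had at least 5 CAM-like nuclei, and 280 of 3654 genes passed, 220 of them among the 423, in a fit added after the result was seen. In it the log2 fold change was 2.97 for *Cd74*, 2.29 for *Apoe*, −1.04 for *P2ry12*, −1.43 for *Siglech*, −1.10 for *Selplg* and −0.95 for *Tmem119* (edgeR adjusted p at most 0.0150), and *Itgax* was below the filter on counts. *Lpl*, *Flt1*, *Csf1* and *Spp1* had too few counts per library to be tested by mouse. In the CAM-like cluster a UMI of *Lpl* was found in 21 of 110 nuclei (19.1%, 95% exact Clopper-Pearson interval 12.2 to 27.7%) and of *Csf1* in 23 (20.9%, interval 13.7 to 29.7%). The largest homeostatic-like cluster had these in 18 and 41 of 1206 nuclei. Of the genes listed in the paper's source table for its volcano plot (Fig 1D), 52 of 53 tested that it marks as up-regulated passed here, 25 of 26 marked as down-regulated, and 59 of 105 with neither mark. Of the 56 genes held out of the clustering, 33 were tested, 21 passed over all genes and 23 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples.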

To explore the functional roles of the up-regulated genes, a gene ontology analysis was performed. Up-regulated genes were involved in immune response, cell migration, and regulation of cell motility (Fig S1G). CAM also up-regulated phagocytic receptor *Axl* (Lemke, 2013) and vascular endothelial growth factor receptor *Flt1* (Fig S1G), which has been shown to play a role in microglial chemotactic response (Ryu et al, 2009). 

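*Axl* had 192 ± 98.96 CPM in CAM-like and 13.6 ± 10.7 CPM in homeostatic-like nuclei of the 6 mutants (SD; scaled by the UMIs of the tested genes), a log2 fold change of 3.72 (standard error 0.57, adjusted p = 1.21e-05 from edgeR, higher in 6 of 6 mice). *Flt1* (ENSMUSG00000029648) on chromosome 5 from 147561604 to 147726011 of GRCm38 was below the filter on counts per library. Over all UMIs of the nuclei it had 118 CPM in the CAM-like cluster and 2.75 CPM in the other microglial nuclei. A UMI of it was found in 17 of 110 CAM-like nuclei (15.5%, 95% exact Clopper-Pearson interval 9.27 to 23.6%) at a median depth of 2155 UMIs, and in 0.415% of the largest homeostatic-like cluster, with a median of 2307.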

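Genes of the cytoskeleton were read in the comparison of CAM-like with homeostatic-like nuclei by mouse, *Myo1e* (ENSMUSG00000032220) on chromosome 9 from 70207350 to 70399766, *Myo5a* (ENSMUSG00000034593) on chromosome 9 from 75071015 to 75223688 and *Fmn1* (ENSMUSG00000044042) on chromosome 2 from 113327736 to 113716767 of GRCm38. *Myo1e* had 931 ± 249 CPM in CAM-like and 80.6 ± 26.1 CPM in homeostatic-like nuclei (SD, n = 6 mice; scaled by the UMIs of the tested genes), a log2 fold change of 3.54 (edgeR adjusted p = 8.11e-14). For *Myo5a* these were 868 ± 143 and 154 ± 35.5 CPM (log2 fold change 2.47, edgeR adjusted p = 2.98e-11). *Fmn1* had 273 ± 165 and 102 ± 20.1 CPM, with a log2 fold change of 1.46 and an edgeR adjusted p of 0.00103. Each of the 3 was higher in CAM-like nuclei of 6 of 6 mice.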

The up-regulation of pathways regulating cell motility and cytoskeletal changes (e.g., *Myo1e*, *Myo5a*, *Fmn1*) with up-regulation of phagocytosis receptors (e.g., *Axl*) indicated that the CAM are likely phagocytic (Figs 1D and S1G).

### CAM share transcriptomic signature with DAM

Microglia from diverse diseased brains share a core transcriptional signature indicative of a primed and responsive state, adopted in response to various insults (Krasemann et al, 2017). Although our prior analysis using a limited set of markers suggested CAM resemble DAM of AD mouse models (Zarb et al, 2021), we aimed to determine whether this resemblance extends beyond those markers or indicates a broader overlap in their transcriptional signatures. To address this, we integrated deep brain microglial nuclei from our dataset and cortical microglial nuclei from the Zhou et al snRNA-seq dataset (Zhou et al, 2020) and compared the transcriptomes of CAM and DAM. The homeostatic microglial clusters separated between the two datasets (cortex versus deep brain) (Fig 1E), which is in line with previous observations that microglia show spatial heterogeneity (Tan et al, 2020). Homeostatic microglia (ctx_hMG) from the Zhou dataset expressed higher levels of *Hexb*, *Trem2*, and *Tyrobp* (Fig 1F), characteristic of cortical microglia (Tan et al, 2020). The homeostatic microglia from our dataset were enriched in clusters deep brain (db)_hMG1 and db_hMG2, whereas the homeostatic microglia from the Zhou dataset were enriched in cluster cortex (ctx)_hMG (Fig 1F). IFNR and PrMG clusters were identified in both datasets (Fig 1E and F). We also identified a small population of immature microglia (im_MG) (Fig S1H) (Hammond et al, 2019). The CAM clustered together with DAM (CAM_DAM cluster) (Fig 1E). This cluster up-regulated both DAM and CAM marker genes (Fig 1F) *Apoe*, *Lpl*, *Axl*, *Spp1*, *Cst7*, *Itgax*, *Ank*, and *Igf1* (Keren-Shaul et al, 2017) and down-regulated homeostatic genes *P2ry12*, *Csf1r*, and *Cx3cr1*, showing that the two states share a broad transcriptional signature (Fig 1E and F). Thus, CAM closely resemble DAM in their core transcriptional signature.

### TREM2 and TGFβ signaling is activated in CAM

Our previous work demonstrated TREM2 haploinsufficiency and knockout exacerbated calcification pathology in *Pdgfb*^*ret/ret*^ mice (Zarb et al, 2021), indicating that the TREM2 signaling pathway was crucial for microglial regulation of calcification. However, unlike for DAM where the loss of TREM2 leads to loss of the DAM signature (Keren-Shaul et al, 2017; Zhou et al, 2020), CAM retained their phenotype in *Pdgfb*^*ret/ret*^ mice (Zarb et al, 2021). Therefore, to clarify TREM2 signaling activity in CAM and homeostatic microglia, we used phosphorylated DAP12 (pDAP12) as a proxy for active TREM2 signaling. We quantified immunofluorescence of pDAP12 signal in IBA1-positive microglia in the calcified area and IBA1 and CLEC7A (CAM marker) double-positive CAM surrounding calcifications (Fig 2A). CAM showed significantly higher pDAP12 intensity compared with other microglia (MG) in the same region in *Pdgfb*^*ret/ret*^ mice (Fig 2B), suggesting that TREM2 signaling is up-regulated in CAM.

**Figure 2.**
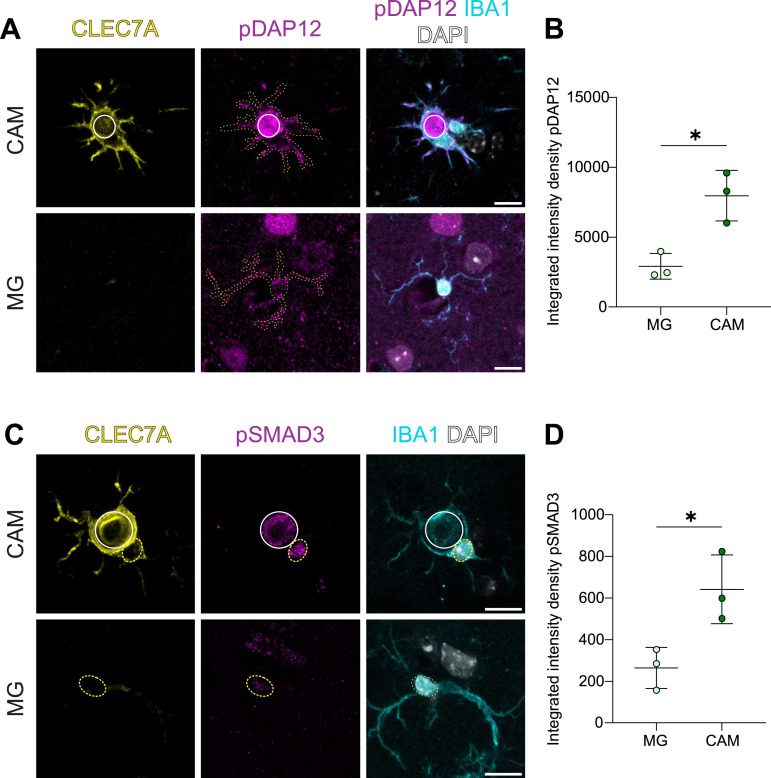
TREM2 and TGFβ signaling is up-regulated in CAM in vivo. **(A)** Calcification-associated microglia (CAM), identified by CLEC7A (yellow) and IBA1 (cyan) around calcification (white circle), up-regulate pDAP12 (magenta), within microglial cell body depicted with yellow dots as compared to other microglia (MG) in the same region (lower panel). **(B)** Quantification of pDAP12 intensity between CAM and MG in the same region in 4-mo-old *Pdgfb*^*ret/ret*^ mice (n = 3 mice, unpaired two-tailed *t* test, *P* = 0.0127). **(C)** CAM, identified by CLEC7A (yellow) and IBA1 (cyan) around calcification (white dotted circle), have increased pSMAD3 signal (magenta) in their nucleus (yellow dotted circle) as compared to other microglia (MG) in the same region (lower panel). **(D)** Quantification of pSMAD3 intensity between CAM and MG nuclei in the same region in 4-mo-old *Pdgfb*^*ret/ret*^ mice (n = 3 mice, unpaired two-tailed *t* test, *P* = 0.0275). Age of mice: 4 mo. Scale bars: (A, C) 10 μm. Source data are available for this figure.

In response to triggers such as Aβ plaques and dying neurons, it was shown that microglia acquire the more responsive DAM state in a TREM2-dependent manner by suppressing homeostatic signaling pathways such as TGFβ signaling via SMAD3 (Krasemann et al, 2017). Because the snRNA-seq data analysis of CAM and DAM showed a broad transcriptional similarity (Fig 1E and F) and CAM have activated TREM2 signaling (Fig 2A and B), we investigated whether CAM also show down-regulated TGFβ signaling in *Pdgfb*^*ret/ret*^ mice. To assess TGFβ signaling, we measured the intensity of phosphorylated nuclear SMAD3 (pSMAD3), a downstream effector that, when phosphorylated, translocates to the nucleus and activates gene expression (Massague & Wotton, 2000). We quantified immunofluorescence of nuclear pSMAD3 signal in IBA1-positive microglia in the calcified area and IBA1- and CLEC7A-positive CAM surrounding calcifications (Fig 2C). The pSMAD3 signal was increased in the nuclei of CAM as compared to microglia from the same area (Fig 2D). Thus, although CAM share a transcriptomic signature with DAM, they differ in the signaling pathways activated in a responsive state.

### Administration of AL002a increases cathepsin K in vascular calcifications but does not reduce the overall calcification load

Because we observed an up-regulation of TREM2 signaling in CAM and a worsened vascular calcification pathology in *Trem2*-deficient *Pdgfb*^*ret/ret*^ mice, we explored whether the antibody-mediated activation of TREM2 might be beneficial in reducing the vascular calcification burden. To address this, we used a murine anti-TREM2 antibody (AL002a) with an intact Fc region that binds the stalk region of the extracellular domain of TREM2 and activates the TREM2 signaling pathway (Price et al, 2020). An immunoassay with soluble TREM2 to capture the anti-TREM2 antibody was used for antibody quantification, and thus, only AL002a and not isotype antibody was detected (Fig 3A). The level of AL002a in the brains of control mice was similar to the amount reported before (Cignarella et al, 2020); however, a 100-fold higher level of AL002a antibody was found in the brains of *Pdgfb*^*ret/ret*^ mice compared with control mice (Fig 3A). The increased blood–brain barrier permeability to IgG in *Pdgfb*^*ret/ret*^ mice (Armulik et al, 2010) likely explains the higher level of AL002a. To assess the brain distribution of AL002a or isotype control, we administered fluorescently labeled AL002a or isotype control to *Pdgfb*^*ret/ret*^ mice. Both AL002a and isotype control were distributed throughout the *Pdgfb*^*ret/ret*^ brains, but cortical regions displayed stronger fluorescence intensity (Fig 3B). This is in line with the increased blood–brain barrier permeability of cortical regions in *Pdgfb*^*ret/ret*^ mice as compared to deeper brain regions (Vanlandewijck et al, 2015; Keller et al, 2018). Both AL002a-AF647 and isotype-AF647 colocalized with IBA1-positive microglia. Colocalization of isotype-AF647 with microglia is likely indicative of interactions between the isotypes with Fc receptors expressed in microglia. However, only AL002a-AF647 and not isotype-AF647 coincident microglia presented with the strong pDAP12 signal (Fig 3C). Thus, AL002a reaches the brain and engages with microglia in *Pdgfb*^*ret/ret*^ mice.

**Figure 3.**
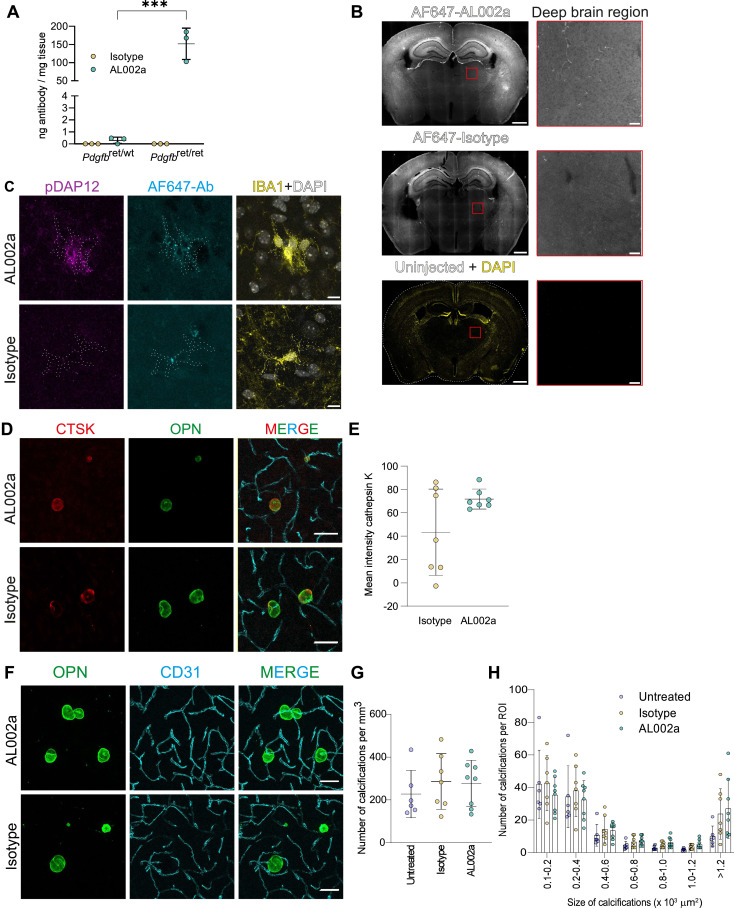
TREM2-activating antibody engages with microglia and induces microglial deposition of cathepsin K in calcifications. **(A)** Quantification of TREM2 antibody after a single dose AL002a in the cerebrums of 2-mo-old *Pdgfb*^*ret/ret*^ and *Pdgfb*^*ret/wt*^ mice (n = 3). **(B)** AL002a-AF647 and isotype-AF647 are detected in 4-mo-old *Pdgfb*^*ret/ret*^ mouse brain 1 wk post-single dose with 60 mg/kg of antibody. Zoomed-in views of the deep brain regions (red box) are shown beside. **(C)** AL002a-AF647 and isotype-AF647 (in cyan) are detected around IBA1-positive microglia in the deep brain region of 4-mo-old *Pdgfb*^*ret/ret*^ mouse brain 1 wk post-single dose with 60 mg/kg of antibody (yellow). Microglia coincident with high AL002a-AF647 have conspicuous pDAP12 signal (magenta). **(D)** Calcifications (OPN, green) have increased deposition of cathepsin K (CTSK, red) in mice after sustained administration of AL002a (upper panel) as compared to isotype (lower panel). **(E)** Quantification of cathepsin K intensity in calcifications from AL002a-treated (n = 7) and isotype-treated (n = 7) *Pdgfb*^*ret/ret*^ mice (unpaired two-tailed *t* test, *P* = 0.0706, n.s.). **(F)** Representative image of calcifications detected by osteopontin (green), associated with vessels detected by CD31 (cyan). **(G)** Quantification of the calcification load as measured by the number of calcification in untreated, isotype-treated, and AL002a-treated *Pdgfb*^*ret/ret*^ mice (one-way ANOVA, F = 0.4697, *P* = 0.6326, n.s.). **(H)** Bar plots showing the frequency of calcifications per analyzed ROI classified into six size groups with surface areas between 100 and 3,000 μm^2^. **(D, E, F, G, H)**: Analyzed mice (4 mo old) received eight doses of AL002a (1x per week, 60 mg/kg). Scale bars: (B) 1,000 μm; zoom in, 100 μm; (C) 10 μm; and (D, F) 50 μm. Source data are available for this figure.

We next administered either AL002a or isotype control weekly for 8 wk, starting at 2 mo of age when vascular calcifications can already be observed in *Pdgfb*^*ret/ret*^ mice (Keller et al, 2013). Vascular calcifications in PFBC patients and mouse models increase in number, size, and anatomical distribution over time (Keller et al, 2013; Zarb et al, 2019; Nahar et al, 2020; Balck et al, 2021). We terminated the treatment at 4 mo of age, a stage where we had previously mapped the regional pattern and calcification load in *Pdgfb*^*ret/ret*^ mice (Zarb et al, 2019) (Fig S2A). Our previous data showed that CAM express and deposit cathepsin K in vascular calcifications in a TREM2-dependent manner (Zarb et al, 2021). We therefore asked whether activating TREM2 with AL002a would enhance cathepsin K deposition in vascular calcifications of *Pdgfb*^*ret/ret*^ mice. Using anti-osteopontin staining, a bone matrix protein deposited in ectopic calcifications (Zarb et al, 2019), we visualized calcifications in these mice and quantified the cathepsin K signal within calcifications (Fig 3D). Compared with isotype control–treated mice, AL002a treatment led to an overall increase in cathepsin K deposition within the calcifications. Notably, isotype-treated mice exhibited greater inter-individual variability in their cathepsin K signal (Fig 3E). In bone, cathepsin K is expressed and secreted by osteoclasts and degrades the mineralization-permissive extracellular matrix (Bromme et al, 1996; Gowen et al, 1999). We analyzed whether the increase in deposition of cathepsin K corresponded to a decrease in the calcification load. Isotype- or AL002a-treated littermate control *Pdgfb*^*ret/wt*^ mice did not develop vascular calcifications (Fig S2B), whereas *Pdgfb*^*ret/ret*^ mice in both groups presented with vascular calcifications (Fig 3F). We quantified the calcification load based on anti-osteopontin staining. All analyzed groups presented with high inter-individual variation as previously reported (Zarb et al, 2019). The calcification load did not differ between untreated, isotype control, or AL002a-treated groups (Fig 3G). Because calcifications, in addition to the number, grow in size with age (Keller et al, 2013, Nahar et al, 2020), we further analyzed whether the treatment affected their growth. The calcifications occurred in similar numbers across all size ranges within each group in *Pdgfb*^*ret/ret*^ mice (Fig 3H). Thus, although sustained activation of TREM2 increased cathepsin K deposition in calcifications, it had no impact on their formation or growth during the treatment period.

**Figure S2.**
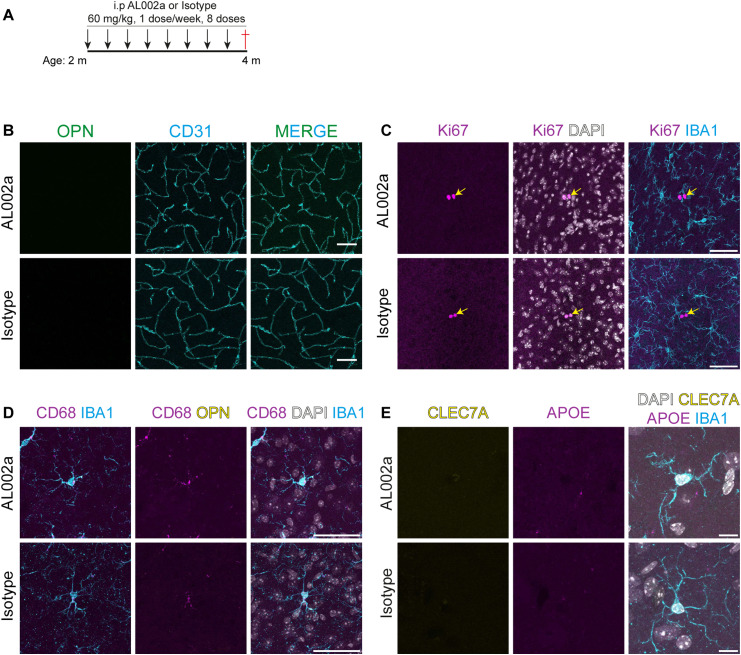
Effect of AL002a treatment on microglia in *Pdgfb*^*ret/wt*^ mice. **(A)** Schematic for the chronic treatment paradigm. **(B)** Representative image of the deep brain region in *Pdgfb*^*ret/wt*^ shows these mice do not develop calcifications. No osteopontin (green) signal associated with vessels (CD31, cyan) is observed in either treatment condition. **(C)** Ki67-positive cells (magenta, yellow arrows) are detected in deep brain regions of *Pdgfb*^*ret/wt*^ mice receiving either AL002a or isotype antibody. However, these cells are not IBA1-positive (cyan). **(D)** Microglia (IBA1, cyan) express low levels of CD68 in both AL002a- and isotype-treated *Pdgfb*^*ret/wt*^ mice. **(E)** APOE (magenta) expression is not detected in microglia (IBA1, cyan; and CLEC7A, yellow) in both AL002a- and isotype-treated *Pdgfb*^*ret/wt*^ mice. Scale bars: (A, B, C) 50 μm and (D) 10 μm.

### Administration of AL002a does not alter mineralization of vascular calcifications

Vascular calcifications are composed of calcium phosphate that is deposited on a permissive matrix (e.g., collagen I). In addition, calcifications contain several other bone and brain proteins (e.g., osteocalcin, osteopontin, APP) (Keller et al, 2013; Zarb et al, 2019; Nahar et al, 2020). Our analysis of calcification number and size was based on their osteopontin reactivity, but such analysis would not reveal whether administration of AL002a influenced the mineral composition of calcifications. We therefore analyzed the elemental composition of lamellar nodules in isotype and AL002a-treated *Pdgfb*^*ret/ret*^ mice using electron microscopy coupled with energy-dispersive X-ray spectroscopy (Fig 4A and B). Of note, ectopic calcifications appear as lamellar nodules under electron microscopy (Fig 4A), as shown by others (Kodaka et al, 1994; Nahar et al, 2020; Maheshwari et al, 2022) and us (Keller et al, 2013; Maheshwari et al, 2023). These lamellar nodules, both in isotype and in AL002a-treated *Pdgfb*^*ret/ret*^ mice (Fig 4A), showed spectra with peaks that corresponded to oxygen, phosphorus, and calcium, confirming that these deposits contain calcium phosphate (Fig 4B). In addition, osteopontin-positive calcifications in isotype and AL002a-treated *Pdgfb*^*ret/ret*^ mice bound fluorescently labeled risedronate-AF647 (Fig 4C), a chemically stable inorganic pyrophosphate that binds to hydroxyapatite crystals with high affinity (Roelofs et al, 2012). Thus, administration of AL002a did not influence the mineral composition of calcifications.

**Figure 4.**
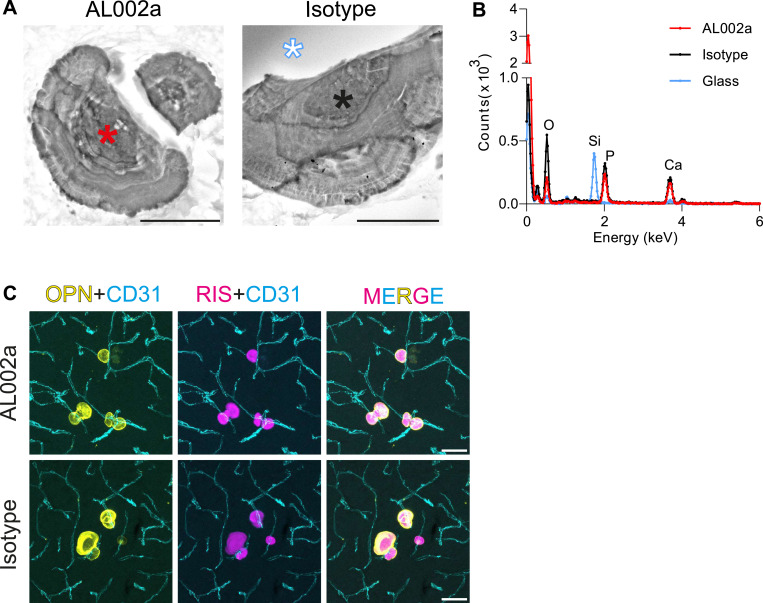
Chronic treatment with AL002a does not alter the mineral composition of calcifications. **(A)** Scanning electron microscopy images of calcifications in AL002a- and isotype-treated *Pdgfb*^*ret/ret*^ mice. **(B)** X-ray dispersive emission spectrographs of calcifications (red line—AL002a-treated mouse; black line—isotype-treated mouse) show that in both treatment conditions, calcifications are composed of Ca^2+^ and Pi. The peaks corresponding to each element are labeled. The blue line represents a spectrograph derived from glass (blue-white star in the isotype-treated sample), shows peaks corresponding to Si and O, and displays the specificity of the technique. **(C)** Calcifications detected by osteopontin (OPN, yellow) also stained for risedronate-AF647 (RIS, magenta), a bisphosphonate that binds to hydroxyapatite crystals found in calcifications. Scale bars: (A) 10 μm and (C) 50 μm. Source data are available for this figure.

### CAM retain their broad signature after AL002a antibody treatment

Previous studies have shown that TREM2 is important for survival and proliferation of microglia (Zheng et al, 2017). Interestingly, treatment with AL002c (mouse IgG against hTREM2) induced microglial proliferation in a preclinical mouse model of AD (Wang et al, 2020), and therefore, we asked whether the treatment with AL002a has an effect on the proliferation of microglia around calcifications in *Pdgfb*^*ret/ret*^ mice. The number of proliferating microglia and the total number of microglia around calcifications were not altered in AL002a compared with isotype-treated *Pdgfb*^*ret/ret*^ mice (Fig 5A). On average, 2% of microglia in the deep brain region were Ki67-positive in both isotype and AL002a-treated *Pdgfb*^*ret/ret*^ mice (Fig 5B). There were also no differences in the total number of microglia in the deep brain region in both treatment conditions (Fig 5B). No proliferating microglia were detected in the corresponding brain region in *Pdgfb*^*ret/wt*^ mice (Fig S2C).

**Figure 5.**
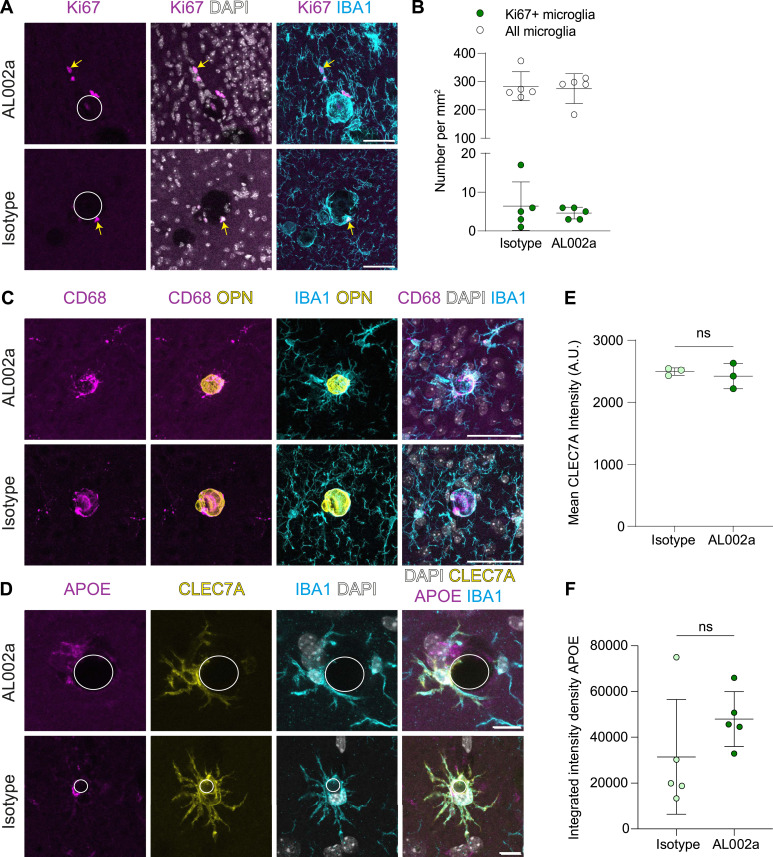
Chronic treatment with AL002a does not alter microglial phenotype around calcifications. **(A)** CAM, positive for the proliferation marker Ki67 (magenta, yellow arrows) and IBA1 (cyan), were present around calcifications (surrounded by a white circle) after AL002a or isotype administration. **(B)** Quantification of the proliferating Ki67+ microglia (unpaired two-tailed *t* test, *P* = 0.54, n.s.) and the total number of microglia (unpaired two-tailed *t* test, *P* = 0.78, n.s.) in AL002a (n = 5)- or isotype (n = 5)-treated mice. **(C)** Expression of CD68 (magenta) in CAM (IBA1, cyan) after AL002a or isotype administration around calcifications (OPN, yellow). **(D)** Expression of CLEC7A (yellow) and APOE (magenta) around calcifications (surrounded by a white line) in AL002a- and isotype-treated mice. Scale bars: (A, C) 50 μm and (D) 10 μm. **(E)** Quantification of mean CLEC7A intensity (unpaired two-tailed *t* test, *P* = 0.58, n.s., n = 3). **(F)** Quantification of integrated intensity density of APOE from CAM (unpaired two-tailed *t* test, *P* = 0.22, n.s., n = 5). Source data are available for this figure.

We next investigated whether administration of a TREM2-activating antibody changes the expression of markers highly or specifically expressed by CAM in *Pdgfb*^*ret/ret*^ mice. Immunohistochemical detection of CD68 (Fig 5C) and CLEC7A (Fig 5D and E) showed similar reactivity in CAM of both isotype- and AL002a-treated *Pdgfb*^*ret/ret*^ mice, which is consistent with our previous study wherein loss of *Trem2* did not lead to the loss of CAM (Zarb et al, 2021). In addition, CAM express APOE, which did not show significantly different alteration after AL002a treatment (Fig 5D and F). CAM, unlike DAM, do not show positivity for osteopontin (Fig S1F and Zarb et al, 2021), the protein product of *Spp1* transcript, and osteopontin was also not detected in CAM after treatment with AL002a (Fig 5C). Microglia in the deep brain regions in *Pdgfb*^*ret/wt*^ mice express CD68 in both treatment conditions (Fig S2D). Administration of the control or AL002a antibodies did not induce the expression of CLEC7A and APOE in microglia of *Pdgfb*^*ret/wt*^ mice (Fig S2E). Thus, AL002a treatment did not alter the proliferation or expression pattern of selected CAM markers.

## Discussion

In PFBC patients, vascular calcification is a diagnostic criterion, but its role in neurodegeneration remains unclear. Our previous work has demonstrated that microglia control vascular calcification via TREM2 in a mouse model of PFBC (Zarb et al, 2021). This study investigated whether modulating microglial activity with a TREM2 agonist antibody could reduce vascular calcification in a PFBC mouse model. If successful, this would allow us to test whether reducing the calcification load could lead to an improvement of behavioral symptoms, which could open up studies on the therapeutic potential of modulating TREM2 in PFBC patients.

In this study, we extended and confirmed our previous analysis of the CAM phenotype, which was based on a limited set of selected markers (Zarb et al, 2021). snRNA-seq analysis of deep brain microglia revealed that CAM acquire a distinct transcriptomic signature, expressing *Lpl*, *Cd74*, *Csf1*, and *Axl*, among others (Fig 1A and B). Microglia expressing the CAM signature were only found in deep brain regions where vascular calcification is present (Fig S1D and E). The CAM signature closely resembled the signature of DAM from 5X-FAD mice (Fig 1E), confirming our previous conclusion that microglia surrounding calcifications exhibit a common response similar to that observed in Alzheimer’s disease and other neurodegenerative conditions (Zarb et al, 2021). Interestingly, microglia in the CAM cluster express *Spp1* (Figs 1B and S1F), also up-regulated in DAM (Keren-Shaul et al, 2017; Friedman et al, 2018; Lan et al, 2024). Although osteopontin mRNA is expressed in CAM near calcifications, the protein is not detected (Figs 5C and S1F), likely because of its rapid secretion. Notably, osteopontin protein is detectable in DAM (Qiu et al, 2023), suggesting that despite a shared transcriptional profile, microglial protein expression and signaling pathways exhibit greater complexity in various disease states. However, microglial depletion in *Pdgfb*^*ret/ret*^ mice does not lead to the loss of osteopontin signal in calcifications (Zarb et al, 2021), indicating that even if CAM secrete osteopontin, they are not the sole source of osteopontin in calcifications.

Microglia respond to various neurological insults by shifting from their homeostatic state to an activated state (Deczkowska et al, 2018). Although some core transcriptional changes are common across these activated states, specific responses are also tailored to the nature of the insult (Candlish & Hefendehl, 2021). In 5X-FAD mice, microglia acquire a “stage I″ DAM signature in a TREM2-independent manner but require a TREM2 signal to transition into “stage 2” DAM (Keren-Shaul et al, 2017). Notably, the CAM and DAM share the core transcriptomic signature (Fig 1D). Here, we show that CAM up-regulate TREM2 signaling (Fig 2A and B) as evidenced by an increase in pDAP12. Although pDAP12 generally indicates active TREM2 signaling, it is important to note that DAP12 interacts with other receptors such as SIGLEC-H (Blasius et al, 2006), which is also expressed in microglia (Konishi et al, 2017). TREM2 is essential for microglia to adopt the DAM phenotype, but its role in CAM development remains unclear. Although *Trem2* deficiency does not affect the acquisition of the CAM phenotype, defined by CLEC7A expression in *Pdgfb*^*ret/ret*^ mice (Zarb et al, 2021), further studies, such as adult-induced microglia-specific knockouts of *Trem2/Dap12* in *Pdgfb*^*ret/ret*^ mice, are needed to fully elucidate the contribution of TREM2 signaling to CAM formation. DAM and CAM differ in the activity of TGFβ signaling. Microglia suppress TGFβ signaling as they transition from a homeostatic to the DAM state in 5X-FAD mice (Krasemann et al, 2017), and DAM in human cases of AD have reduced pSMAD3 (Yin et al, 2023), indicating that DAM continue to suppress TGFβ signaling. Also, silencing TGFβ signaling by the deletion of TGFβ receptor II in microglia leads to the loss of a homeostatic state in healthy mice (Zoller et al, 2018). CAM, on the contrary, show an increased pSMAD3 signal, as compared to microglia in their vicinity, indicative of active TGFβ signaling (Fig 2C and D). Thus, CAM differ from DAM in the maintenance of the reactive phenotype. It is plausible that CAM up-regulate TGFβ signaling specifically in response to the calcification, potentially diverging from DAM in their context-specific response. Further investigation is required to clarify the role of TGFβ signaling in CAM.

The process of how microglia remove calcifications is not known. Microglia surrounding calcifications express cathepsin K (Zarb et al, 2021), an enzyme expressed by bone-resorbing osteoclasts (Bromme et al, 1996) but absent in homeostatic microglia. Osteoclasts use cathepsin K to digest collagen and other matrix proteins in demineralized regions. Cathepsin K–deficient osteoclasts are defective in resorbing demineralized bone (Gowen et al, 1999), and cathepsin K overexpression in osteoclasts enhances bone resorption (Kiviranta et al, 2001). It is plausible therefore that microglia secrete cathepsin K to digest the extracellular matrix present in calcifications. Consistent with our previous finding that cathepsin K expression by microglia is *Trem2*-dependent, the sustained activation of TREM2 enhanced microglial deposition of cathepsin K onto calcifications (Fig 3D). However, although cathepsin K deposition increased, this was not accompanied by the reduced number or size of calcifications in *Pdgfb*^*ret/ret*^ mice (Fig 3G and H). Acidification of the extracellular space at sites of bone resorption, leading to the dissolution of hydroxyapatite into its ionic constituents, is a crucial step before clearance of the demineralized matrix in bone by osteoclasts (Baron et al, 1985; Stenbeck & Horton, 2000). Whether CAM use the similar strategy to clear calcifications remains unclear and warrants investigation.

Although the full spectrum of pathways involved in preventing or removing calcifications remains unknown, TREM2 is known to regulate key microglial functions like phagocytosis (Takahashi et al, 2005; Kleinberger et al, 2014), inflammation (Jiang et al, 2014), and migration to sites of neuronal injury (Mazaheri et al, 2017). These functions could all contribute to preventing tissue calcification or controlling the growth of existing calcified foci. Existing evidence suggests that TREM2-deficient microglia are less efficient to phagocytose myelin (Cantoni et al, 2015), Aβ (Zhao et al, 2018), and hydroxyapatite crystals (Kiani Shabestari et al, 2022). In addition, activating TREM2 was beneficial in clearing Aβ plaques in the 5X-FAD mouse model of AD (Price et al, 2020) and myelin debris in a cuprizone-induced model of demyelination injury (Cignarella et al, 2020). However, activating TREM2 signaling did not lead to clearance of calcifications (Fig 3F–H). TREM2 has also been shown to be crucial for microglial proliferation and survival (Zheng et al, 2017), and activating TREM2 using AL002c, mouse IgG against human TREM2, induced proliferation of specific microglial populations in a preclinical mouse model of AD (Wang et al, 2020). Another anti-TREM2–activating antibody induced a transient, dose-dependent increase in microglial proliferation both in vivo and in vitro (van Lengerich et al, 2023). The increase in proliferation was observed 48 h after antibody administration but not detected 1 wk after. We observed that treatment with AL002a did not enhance the number of microglia positive for Ki67 or the total number of microglia in calcified regions (Fig 5A and B). However, our analysis was conducted 1 wk after the last dose, and therefore, we cannot rule out transient changes in microglial proliferation. We observed an increase in APOE signal in CAM after anti-TREM2 treatment, although this increase was not statistically significant. This is consistent with other studies that suggest the *Trem2*-mediated induction of disease-associated profiles is associated with increased *Apoe* (Krasemann et al, 2017; Sala Frigerio et al, 2019). The role of TREM2 signaling in CAM remains to be fully understood. It is possible that additional activation of TREM2 signaling has limited effects in CAM under unimpaired TREM2 function because CAM already have activated TREM2 signaling (Fig 2A and B). Further studies should investigate whether TREM2 activation can mitigate the calcification pathology in *Pdgfb*^*ret/ret*^ mice with *Trem2* haploinsufficiency (Zarb et al, 2021) or in older mice with reduced microglial activity or function (Li et al, 2023).

Although the mechanism of microglial removal of calcifications remains unclear, several lines of evidence from studies of human genetic diseases and preclinical studies suggest the possibility of microglial clearance of calcifications. Notably, longitudinal imaging studies showed that infants infected prenatally with the Zika virus developed brain calcifications that resolved with time (Petribu et al, 2017). Although the role of microglia in removing these calcifications remains unclear, their clearance coincided with increased microglial phagocytosis of synapses in infancy (Menassa et al, 2022). Recent studies have shown that mice lacking microglia (*Cs1r*^∆FIRE^ mice) develop vascular and parenchymal calcification, which can be reversed by transplanting human iPSC-derived microglia in adulthood or prevented by transplanting murine microglia in early postnatal stages (Chadarevian et al, 2024; Munro et al, 2024). The microglia-deficient *Cs1r*^∆FIRE^ mouse model, coupled with microglial engraftment, offers a powerful tool for unraveling the mechanisms by which microglia contribute to calcification resolution.

Building on previous findings that functional TREM2 is necessary for microglial regulation of the calcification load in the PFBC *Pdgfb*^*ret/ret*^ model (Zarb et al, 2021), our current study suggests that mere activation of the TREM2 pathway without considering other factors is insufficient to reduce vascular calcification. Further research on microglial control of ectopic calcification is needed to identify potential pathways for halting or reducing the vascular or parenchymal calcification in PFBC and other brain diseases.

## Materials and Methods

### Mice

In this study, 2- to 5-mo-old mice of either sex were used, and similar findings were reported for both sexes. The B6.*Pdgfb*^*tm3Cbet*^ (*Pdgfb*^*ret/ret*^—mutant; and *Pdgfb*^*ret/wt*^—control) mouse strain (Lindblom et al, 2003) was used. Mice were housed in individually ventilated type 2L cages under optimized hygienic conditions. The cages were maintained in a temperature- and humidity-regulated environment, enriched with standard bedding material, red house, tissues, and paper crinkles, and housed in a room under 12/12-h light/dark cycle. This study was conducted according to the standard operating procedures approved by the Cantonal Veterinary Office Zurich (license ZH194/2020).

### Administration of AL002a and isotype control

2-mo-old mice were injected intraperitoneally with 60 mg/kg AL002a in 20 mM His, 7.5% (wt/vol) sucrose, and 0.02% Tween-80, pH 6; or isotype control (IgG1) in 20 mM His, 7.5% (wt/vol) sucrose, and 0.02% Tween-80, pH 6. AL002a and isotype control (Cignarella et al, 2020; Price et al, 2020) were provided by Alector. Both antibodies were on a murine backbone and contained an Fc domain. For acute studies, mice were euthanized 1 wk after the administration of a single dose of either antibody. For chronic administration, mice were injected once a week beginning at the age of 2 mo for 8 wk. 1 wk after the final dose, the mice were deeply anesthetized with an overdose of xylazine/ketamine in saline and perfused transcardially with cold PBS (pH 7.4). The olfactory bulbs and forebrain regions consisting of the rostral cerebrum were frozen in dry ice and stored at −80°C. The caudal cerebrum and cerebellum were fixed in 4% PFA in PBS (pH 7.4) for 6 h at 4°C. After fixation, the tissue was washed with PBS (pH 7.4) and stored in PBS containing 0.01% (wt/vol) sodium azide at 4°C until further use.

### Single-nucleus RNA sequencing and analysis

#### Nucleus isolation from the frozen mouse brain tissue

Six female *Pdgfb*^*ret/ret*^ mice and six *Pdgfb*^*ret/wt*^ mice (five females, one male) aged 5 mo were used for single-nucleus RNA-sequencing analysis. Mice were deeply anesthetized with an overdose of xylazine/ketamine in saline and perfused with cold PBS containing 10 U/ml of heparin. The brains were macrodissected on ice into cortical (non-calcification–prone) and deep brain (calcification-prone) regions and frozen on dry ice. Tissue was processed for single-nucleus isolation as previously described in Zhou et al (2020). Isolated mouse nuclei were subjected to droplet-based 5′ end massively parallel single-cell RNA sequencing using Chromium Single Cell 5′ Reagent Kits per the manufacturer’s instructions (10x Genomics). The dually indexed libraries were sequenced using the Illumina NovaSeq 6000 sequencer at the McDonnell Genome Institute, USA. Sample demultiplexing, barcode processing, and single-nucleus calling were performed using the CellRanger analysis pipeline (v. 5.0.1, 10x Genomics). CellRanger count was used with the --include-introns parameter to align sequencing reads of each sample to the mm10 reference genome (version refdata-gex-mm10-2020-A downloaded from the 10x Genomics website), quantify reads, and filter reads with a quality score below 30. The count matrices generated by CellRanger were imported into R (version 4.1.0), and quality check was performed on the count matrix output from CellRanger using a homemade function. Briefly, nuclei with detected features above 500 and below 7,000 and mitochondrial gene expression less than 20% were retained. Using the Seurat package for R version 4.0 (Hao et al, 2021), a Seurat object was created from the filtered count matrix and the data were log-normalized with a scale factor of 1,000. The scaled expression values of the top 2,000 variable features were used for principal component analysis. UMAPs were plotted using 20 principal components (for cluster analysis of all the deep brain nuclei) or 30 principal components (for microglia). These same numbers of input principal components were used for cell clustering. The FindNeighbors function in Seurat was used to create the k-nearest neighbor graph. This was followed by the FindClusters function with the resolution parameter set to 0.01 for all deep brain nuclei. The low-resolution parameter aided in obtaining broad communities of nuclei (neurons, astrocytes, microglia, etc.). After removing nuclei, the FindAllMarkers function was used to determine the differential gene expression between each cluster against all other clusters. The Wilcoxon rank sum test was used to determine statistical significance. For the CAM cluster, differential gene expression was calculated by comparing with the two homeostatic microglial clusters. The *P*-value was adjusted using the Bonferroni correction. Volcano plots were generated using the EnhancedVolcano package in R (Blighe et al, 2024). Genes with an average log_2_ fold change greater than 1.0 and adjusted *P*-value less than 0.05 were used for gene enrichment analysis.

#### Comparison of the transcriptomes of CAM and DAM

To obtain the gene signatures of DAM, the publicly available 7-mo dataset from Zhou et al (2020) was used. This dataset was chosen because of the closeness in age to the mice used in the present single-nucleus RNA-sequencing study. Briefly, the WT and 5X-FAD single-nucleus sequencing data were reanalyzed with the same parameters used in this study. The microglial cluster was identified as described above and used for further analysis. The Sridhar (current study) and Zhou microglial datasets were analyzed with the alignment pipeline described in Seurat v3. Briefly, anchor points or features common to both datasets were identified followed by integration of the two datasets. The thus generated data were then scaled, and dimensions were reduced with PCA. A UMAP was created on the first 30 principal components. Integrated clusters were identified using the FindClusters function using a resolution parameter of 0.4. FindAllMarkers was used to identify the top features that distinguished the individual clusters using default parameters. Cluster-defining genes were plotted across the different clusters using the DotPlot function.

#### Gene set enrichment analysis with g:Profiler2

The web-based gene set enrichment analysis tool g:Profiler2 (Reimand et al, 2007) was used to detect overlap between differentially expressed genes and Gene Ontology: Biological Process and Cellular Component, KEGG pathways, REACTOME, and Wiki pathway databases.

### AL002a quantification and distribution in brain

The amount of anti-TREM2 antibody in the brain was quantified as described previously (Cignarella et al, 2020). To assess bioavailability and distribution of the injected antibodies, both AL002a and isotype were fluorescently labeled with Alexa Fluor 647 (AF647). First, both antibodies were subjected to buffer exchange with PBS using Zeba spin desalting columns (89889; Thermo Fisher Scientific). Then, AL002a and isotype were labeled with AF647 using a protein labeling kit (A20173; Thermo Fisher Scientific). The degree of labeling calculated as the ratio of the quantity of dye to protein (i.e., moles of dye/moles of protein) was estimated to be 3 for AL002a and isotype as is standard from the kit. Two male *Pdgfb*^*ret/ret*^ mice were injected with 60 mg/kg of labeled AL002a-AF647 or isotype-AF647, respectively. 1 wk post-injection, mice were perfused as described above. The brains were fixed in 4% PFA as described above and later sectioned and analyzed by immunohistochemistry and fluorescence microscopy.

### Immunohistochemistry

Fixed mouse brains were cut using the Leica VT1000S vibratome into sections of 60 μm thickness. Free-floating sections were used for antibody staining. Briefly, the sections were blocked and permeabilized in the blocking/permeabilizing buffer (PS) (1% BSA and 2% vol/vol Triton X-100 in PBS, pH 7.4) for 24 h at 4°C. The primary antibody was diluted in PS2 (1:1 dilution of the blocking/permeabilizing buffer in PBS). Each section was incubated in a 24-well plate with 150 μl of antibody cocktail for 3 d at 4°C. After the incubation period was completed, the tissue sections were washed three times with PS-2 for 10 min before the secondary antibody cocktails (raised in donkey, minimum cross-reactivity, 1:600; Jackson ImmunoResearch) were added. The sections were incubated in the secondary antibody cocktail overnight followed by washing twice with PS2. The sections were then stained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI, D9542, stock concentration 10 mg/ml, diluted 1:10,000 in PBS; Sigma-Aldrich) for 10 min. After a final wash with PBS, the sections were mounted onto glass slides in ProLong Gold Antifade Reagent (P36930; Thermo Fisher Scientific). The antibodies used in this study are listed in Table S2.

Table S1. Nucleotide sequence for ssDNA probes recognizing *Spp1*.

Table S2. Primary antibodies used for immunohistochemistry.

### Fluorescence in situ hybridization and immunohistochemistry

A set of ssDNA probes recognizing the coding sequence of *Spp1* compatible with the MUSE amplification technology (arcoris bio AG; Table S1) was used. Sixty-micrometer-thick brain slices were sectioned using a vibratome in cold PBS in a vibratome chamber maintained on ice. Sections were incubated in 200 μl blocking buffer overnight composed of RNase inhibitor (3335399001, 0.2 U/ml; Merck), 1% RNase-free BSA (Cat No. 3737.3; Carl Roth), and 2% Tween-20 in sterile PBS. Next, the primary antibodies were diluted in 400 μl of blocking buffer and incubated over two nights. After incubation, the sections were washed in 500 μl PBS three times for 10 min. The bound primary antibody was fixed in 4% PFA for 10 min at room temperature. After washing off the fixative with PBS, the sections were washed three times for 10 min with 300 μl SSCT buffer containing 2X SSC buffer diluted from a 20X SSC stock (15557044; Thermo Fisher Scientific) in RNase-free water and 0.1% Tween-20. Sections were then incubated in 600 μl prewarmed hybridization buffer (arcoris bio AG, Hyb reagent) at 37°C for 1 h. Sections were then incubated with the *Spp1* probes diluted 100X in 300 μl Hyb reagent and incubated overnight at 37°C. All incubation steps at 37°C were carried out in a humidified chamber. The amplification steps were performed using MUSE chemistry in a two-step process per the standardized protocols provided by the manufacturer arcoris bio AG. Each amplification step was performed at room temperature for 4 h. Sections were incubated with appropriate secondary antibodies as described above and finally counterstained with DAPI, washed with PBS, and mounted in ProLong Gold Antifade Reagent (P36930; Thermo Fisher Scientific). Images were acquired using a Leica SP8 inverse confocal microscope (63x oil objective, NA 1.41).

### Image acquisition and analysis

Images of immunohistochemical stains were acquired with a confocal microscope (Leica SP8: 20x air objective, numerical aperture [NA] 0.7; and 63x oil objective, NA 1.4) or slide scanner (Zeiss Axio Scan.Z1: 10x air objective; NA 0.45). Images were analyzed using image processing software Imaris 9.2.0. (Bitplane) and Fiji (ImageJ 1.54f) software.

#### Quantification of the calcification load

The calcification load was quantified on 10 coronal vibratome sections spanning the regions with the least variability in the calcification load (Zarb et al, 2019). The sections were stained with antibodies against osteopontin to locate calcifications and CD31 to ensure the osteopontin signal was vessel-associated. Sections were imaged using Zeiss Axio Scan.Z1 with a 10x objective, NA 0.45. The images were further analyzed with Bitplane Imaris 9.2.0. Each image was also carefully checked, and spurious spots (non-specific secondary aggregates on tissue or non-calcification–related osteopontin expression) were removed. Each calcification in a standard region of interest (ROI) was identified using the Surfaces function in Imaris. The statistics function was used to obtain a count of the total number of surfaces (i.e., the number of calcifications) and to generate a csv file containing the area of each individual surface (referred to as the size of the calcification). These values were normalized to the volume of the analyzed ROI and averaged by the number of analyzed ROIs per individual mouse.

$$Number\;of\;calcifications\;per\;mm3=\frac{\Sigma Calicifications\;per\;ROI}{Volume\;of\;ROI*number\;of\;analyzed\;ROIs}.$$

Volume of ROI=X dimension of ROI in μm* Y dimension of ROI in μm *Thickness of tissue section.

To obtain a distribution of the calcification sizes, the surface area of individual nodules was classified into six size bins: 100–600, 600–1,200, 1,200–1,800, 1,800–2,400, 2,400–3,000, and >3,000 μm^2^ and the number of calcifications in each bin was calculated. The number was then averaged to the number of ROIs analyzed for each mouse.

$$Number\;of\;calcifications\;per\;ROI\;for\;a\;given\;size\;bin=\frac{\Sigma Calicifications\;per\;ROI}{Number\;of\;analyzed\;ROIs}.$$

#### Quantification of signal intensity of pDAP12, pSMAD3, cathepsin K, and APOE staining

Confocal laser scanning microscopy images were acquired using the Leica SP8 microscope, and the images were quantified with Fiji (ImageJ 1.54f). For pDAP12 and pSMAD3 quantifications, CAM were identified as CLEC7A-high microglia and microglia in the vicinity that had low to no expression of CLEC7A were imaged for controls. For pDAP12 and APOE quantification, the IBA1 signal was used to create a mask and applied on the pDAP12 or APOE channel to obtain microglial pDAP12 or APOE signal and eliminate background staining. APOE and pDAP12 expression was quantified from five and three *Pdgfb*^ret/ret^ mice, respectively. For pSMAD3 quantification, an ROI was drawn around the DAPI signal of the microglia analyzed and the pSMAD3 signal was estimated (data from three *Pdgfb*^ret/ret^ mice). The corresponding background signal, signal found in regions without nuclei, was subtracted from this value for every microglia. For cathepsin K quantification, ROIs were drawn around osteopontin calcifications and the signal intensity was measured. Background intensity in regions without calcification was subtracted from the intensity for each image.

#### Quantification of proliferating microglia and CLEC7A expression

Images were acquired using Axio Scan.Z1, 20X objective, NA 0.8, and the cell detection function in QuPath (v. 0.3.2) was used to identify microglia in raw images (.czi files). Microglia were identified based on the expression of IBA1. The following parameters were applied to detect microglia: requested pixel size (microns)—1.0; background radius (microns)—3.0; median filter radius—3.0; sigma—0.5; minimum area—10.0; and maximum area—400.0. The intensity of the IBA1 signal higher than 200 was identified as microglia. Then, the cellular Ki67 intensity above 5,000 was used as a parameter to identify proliferating microglia. The number of positive (Ki67+ microglia) and total (all microglia) detections was normalized to the area analyzed. Data from two sections per mouse were averaged, and data from 5 (three males and two females) mice per treatment condition were analyzed. For CLEC7A expression analysis, microglia were identified as described above (the IBA1 signal threshold was set at 500) and cells with mean cellular CLEC7A intensity above 2000 were identified as CAM. The mean cytoplasmic CLEC7A intensity from the identified CAM was calculated for each mouse and analyzed from three mice per treatment condition.

### Energy-dispersive X-ray spectroscopy

SEM analysis was carried out on paraffin wax samples. The wax was removed using pure xylene for two 10-min intervals. The slides were then mounted on sample holders using a double-sided carbon adhesive tape, painted with silver conductive paint, and coated with a 5-nm carbon layer. A Carl Zeiss LEO 1530 was used at accelerating voltages of 10 kV for SEM imaging, which included secondary electron and backscattering electron modes. Energy-dispersive X-ray spectroscopy (EDX) analysis was carried out using Oxford Instruments EDX.

### Statistical analysis

Quantified values are represented as means ± SD. The following statistical tests were performed with Prism 9 software (GraphPad). The following statistical analyses were used: *t* test (unpaired and two-tailed) and one-way analysis of variance (ANOVA) with Dunnett’s multiple comparisons test. *P*-values < 0.05 were considered significant.

## Supplementary Material

Reviewer comments

## Data Availability

The snRNA-seq data consisting of fastq raw data files and outputs from CellRanger v. 5.0.1. pipeline have been deposited in the Gene Expression Omnibus (GEO) database with the accession number GSE263392. Gene expression lists and supporting data values have been provided within the article. Additional data related to this article may be requested from the authors.

# Supplementary material for: Targeting TREM2 signaling shows limited impact on cerebrovascular calcification
**Source:** Life Sci Alliance. 2024 Oct 28;8(1):e202402796. doi: 10.26508/lsa.202402796
**Supplement:** Supplementary file 6

**Supplementary Table 1. Nucleotide sequence for ssDNA probes recognizing *Spp1*.**

| **Probe ID** | **Sequence** |
| --- | --- |
| spp1_1 | GCAGGACTAACTACGACCATGAGATTGG |
| spp1_2 | CGGTGAAAGTGACTGATTCTGGCAGCTCA |
| spp1_3 | AGGAGAAGCTTTACAGCCTGCACCCAGAT |
| spp1_4 | TGCCTGACCCATCTCAGAAGCAGAATCT |
| spp1_5 | CTGACGAATCTCACCATTCGGATGAGTC |
| spp1_6 | GATGAGACCGTCACTGCTAGTACACAAG |
| spp1_7 | CAGACACTTTCACTCCAATCGTCCCTAC |
| spp1_8 | CGAGGTGATAGCTTGGCTTATGGACTGA |
| spp1_9 | AGATGAGGACCTCACCTCTCACATGAAG |
| spp1_10 | ATGCCCTCTGATCAGGACAACAACGGAAAG |
| spp1_11 | CAGCCATGAGTCAAGTCAGCTGGATGAA |
| spp1_12 | ATTCCAAAGAGAGCCAGGAGAGTGCCGAT |
| spp1_13 | CAGTCGGATGTGATCGATAGTCAAGCAAG |
| spp1_14 | CCAGCCTGGAACATCAGAGCCACAAGTTT |
| spp1_15 | CTTCCTGTACAAGAAATGCAAACGGCCAC |

# Supplementary material for: Targeting TREM2 signaling shows limited impact on cerebrovascular calcification
**Source:** Life Sci Alliance. 2024 Oct 28;8(1):e202402796. doi: 10.26508/lsa.202402796
**Supplement:** Supplementary file 7

**Supplementary Table 2. Primary antibodies used for immunohistochemistry.**

| **Antibody** | **Company** | **Catalogue No:** | **Dilution** |
| --- | --- | --- | --- |
| Goat anti-Osteopontin | R&D Systems | AF808 | 1:100 |
| Rat anti-CD31 | Histonova | DIA-310 | 1:100 |
| Goat anti-IBA1 | Abcam | Ab5076 | 1:600 |
| Rabbit anti-IBA1 | Wako | 019-19741 | 1:600 |
| Rat anti-CLEC7A | Invivogen | mabg-mdect | 1:100 |
| Rat anti-CD68 | Bio-Rad | FA-11 | 1:100 |
| Rabbit anti-Ki67 | Invitrogen | MA5-14520 | 1:50 |
| Rabbit anti-pDAP12 | Produced in house by Alector | 1:100 | |
| Rabbit anti-pSMAD3 | Abcam | ab52903 | 1:100 |
| Rabbit anti-APOE | Lifespan Biosciences | LS-B6780 | 1:100 |
| Rabbit anti-Cathepsin K | Abcam | ab19027 | 1:100 |

How the deposited data were processed for this re-analysis (not part of the article)

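Single nuclei were sequenced from the deep brain and the cortex of 6 mutant (*Pdgfb* ret/ret) and 6 control (*Pdgfb* ret/wt) mice, which gave 24 libraries, 1 per mouse and region. All mutants and 5 of the controls were female, and control mouse 6 was male. The paper gives an age of 5 mo. By the sample labels mice 1 to 3 of each genotype were 5 months and 0 to 18 days old and mice 4 to 6 were 4 months and 7 to 24 days. Genotype, region, sex and mouse were taken from the sample labels and the methods section. The authors aligned the reads with CellRanger 5.0.1, introns included, to the mouse genome mm10 and deposited UMI counts per gene and nucleus barcode, without normalization and before any limit on genes or mitochondrial share. Libraries held between 23625232 and 96459036 UMIs. Gene positions came from GENCODE release M21 (GRCm38), in which 32158 of the 32288 listed genes were found by identifier.

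Nuclei with more than 500 and fewer than 7000 detected genes and less than 20% mitochondrial UMIs were kept, as the paper's methods state. Counts were scaled to 1000 per nucleus and log-transformed, and 2000 variable genes chosen with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) gave 20 principal components for all nuclei of a region. Clusters were found with Seurat 5.3.0 on the graph of 20 nearest neighbours at a resolution of 0.01, and clusters that held several cell classes were divided once more at 0.1. Nuclei of the microglial cluster with at least 1 UMI of *Mrc1*, *Mbp*, *Aqp4* or *Rbfox3* were left out. The paper removed nuclei that expressed these genes and states no number of UMIs, so the limit of 1 UMI is a choice made here. The remaining microglial nuclei were normalized and clustered in Seurat on 30 components at a resolution of 0.4, without the 56 genes that the paper names for microglial states. Microglia of both regions were also clustered together in this way. Fold changes set beside the paper's were computed over nuclei in the way Seurat computes them.

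Clusters were named from lists of marker genes. Levels had 10 CPM added, and microglial clusters had to meet at least 50% of a list. A cluster took a name other than homeostatic-like where at least 3 markers of a list were over 2-fold higher than in the other nuclei. It was left unnamed where 3 or more mitochondrial genes, or more markers of another class than of its own, were among its 10 leading genes. It was also left unnamed where its median depth was below 1 in 3 of the median of its libraries and none of its own markers led it. A microglial cluster that met no other list was homeostatic-like where at least 3 homeostatic markers were over 2-fold above non-microglial nuclei. The marker lists were written before the data were examined, and so were the comparisons, the tests and the alternatives, apart from those named as chosen later. The rules that gave microglial clusters their names from these lists were written after the clusters had been seen. The rule for leaving clusters unnamed was revised then too.

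For each library the counts of the nuclei of a class were summed. Genes were tested between genotypes in microglia of each region and in neurons, oligodendrocytes, oligodendrocyte precursor cells, astrocytes, endothelial cells and mural cells of the deep brain. They were also tested between regions in microglia of controls, for an interaction of region and genotype, and between CAM-like and homeostatic-like nuclei of the 6 mutants, where each library needed at least 5 nuclei of both kinds. The fit used edgeR 4.0.16 in R 4.3.3 with its filter on low counts, TMM factors and the quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Lists of genes were tested with camera and with fry from limma 3.58.1. Shares of nuclei and the level of 8 CAM markers (log2 of CPM + 1) were compared by two-sided exact permutation tests over 924 splits, the smallest possible p being 0.00216. Intervals for shares of nuclei are exact Clopper-Pearson intervals at 95%, which cover counting error only. CPM printed beside edgeR values are scaled by the UMIs of the genes tested with TMM factors, and all other CPM by all UMIs of the nuclei summed.

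Alternatives covered DESeq2 1.42.0 in place of edgeR, size factors by the RLE method, no filter on low counts, a block for the replicate number, a block for mice matched by age, and leaving out each mouse or library in turn. Clustering was repeated with all 2000 variable genes, at resolutions of 0.2 and 0.8 for microglia and 0.1 for all nuclei, with 2 UMIs as the limit for contaminants, with less than 5% mitochondrial UMIs, and after removal of doublets called by Scrublet. The CAM marker level was repeated with a pseudocount of 10, with 7 markers without *Apoe* and with nuclei thinned to 1000 UMIs, and camera with a preset correlation of 0.01. Chosen after the clusters had been seen were names with 50 CPM added, homeostatic shares with other denominators or with other clusters counted, microglia and their CAM marker level without clusters led by another cell class, CAM-like nuclei without the cluster led by MHC class II genes at a resolution of 0.8, exact permutation of signs within pairs of the same replicate number, and fold changes at a scale factor of 10000.

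Genes are named where the paper's text or its Figs 1B, 1D, 1F, S1C and S1H name them, which were known from the paper with their values. In each comparison across all genes, the 3 genes of largest log2 fold change in each direction are also named, if their adjusted p was below 0.05, their mean at least 20 CPM and their groups without overlap, or, for CAM-like against homeostatic-like nuclei, if all libraries shared the direction. A fixed list added *Pdgfb*, sex-linked genes and genes of TREM2 and TGFβ signaling, proliferation and phagocytosis. *Clec7a* was not analysed here.

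Whether numbers pair the mice was checked from correlations of expression after removal of the genotype means. In the cortex all 6 pairs of mutant and control libraries with the same replicate number correlated (0.359 to 0.918 over all nuclei), in the deep brain 4 of 6 had a correlation above 0.1, and in microglia 2 of 6 in the deep brain and 1 of 6 in the cortex, so the replicate block was kept as an alternative. Tests between regions or states had no block, and the mouse as a block was their alternative. No pair of libraries differed as little as sampling noise (lowest chi-square per gene 8.26 over 60 pairs). Scrublet called 4.20 to 8.99% of nuclei in deep brain libraries, but 0 to 0.473% in 5 cortical libraries and 29.2 to 46.8% in 4, so that its calls were of no use in the cortex.

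Simulated data were used to test the fits, with 200 genes changed to a log2 fold change of 1. In cortical microglia edgeR found 190 of 200 with 13 false calls and DESeq2 179 with 5. In neurons edgeR found 184 with 9 false calls and DESeq2 178 with 25, and in oligodendrocytes 185 with 10 and 183 with 9.

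The single-nucleus data of Zhou et al were not used here, so the comparison of CAM with DAM was not made, and the gene ontology analysis was not repeated. The paper gives 5 controls for its microglial analysis without naming the one left out, and all 6 were used. Where the paper tested nuclei as replicates, mice are the replicates here.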

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

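Chosen only after the results had been seen were the tests of neuronal RNA in cortical microglia, of the part of the astrocyte genes that are higher in neurons, of neuronal RNA in oligodendrocytes, of RNA of all other classes and less mural RNA in endothelial cells, of lists without the genes that passed, of free RNA behind *H2-K1* and behind the T cell markers, of RNA of other cells in the second homeostatic-like cluster, of the genes within 1 Mb of *Pdgfb* and of immunoglobulin segments, the removal of clusters led by another cell class and the pairing of cortical mural shares.

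In 5 of 64 groups of 6 libraries, 1 library lay far from the others by Dixon's criterion, which chance alone gives in about 1 of 20 groups. Neurons were 51.6% of deep brain nuclei in control mouse 3, against 55.4 to 57.5% in the other controls. Mural cells were 0.208% of cortical nuclei in control mouse 5, against at most 0.0354% in the other controls. In the deep brain of mutant mouse 4, the first homeostatic-like cluster made up 7.53% of microglia and the second 75.7%, against 42.6 to 59.9% and 14.4 to 30.3% in the other mutants. The CAM marker level in the cortex of mutant mouse 2 was 10.95 (log2), against 8.60 to 9.47 in the other mutants, and this library held 19 microglial nuclei with 86737 UMIs. No explanation was tested for the neuron share of control mouse 3, the mural share of control mouse 5 or the marker level of mutant mouse 2.

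The second homeostatic-like cluster, which held most microglia of mutant mouse 4, could be formed by RNA of other cells in microglial droplets. Of its 50 leading genes, 37 were higher in non-microglial nuclei than in microglia, against 31.2% of all genes, and for the first cluster this held for 2 of 50. A state of microglia in this mouse was not tested and stays open. With this cluster left out of the homeostatic-like nuclei, their share differed between genotypes by −14.96 percentage points (exact permutation test, two-sided, p = 0.145).

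In deep brain microglia 8 of 8053 genes differed between genotypes (edgeR, adjusted p below 0.05), 7 higher and 1 lower in mutants, with 482 at an unadjusted p below 0.05. Of the 8 genes 7 had no overlap between genotypes, as did 0.373% of all genes. Among 100 splits of the libraries, the real one included, 3 gave as many genes, and another split gave up to 39, so chance is unlikely but not excluded. Without control mouse 6, the male, 26 genes passed, and without any other mouse 6 to 11. The gene lower in mutants was *Apobec3*, with 41.3 ± 8.14 CPM in mutants and 115 ± 13.1 in controls (SD, n = 6), a log2 fold change of −1.45 (edgeR adjusted p = 3.21e-05, at most 0.000301 in the other 9 alternatives, lower in 6 of 6 mutants than in any control). *Gm4951* had 119 ± 36.2 and 38.9 ± 15.6 CPM (1.65, edgeR adjusted p = 0.00338). *H2-Q4* had 68.1 ± 14.6 and 26.7 ± 10.6 CPM (1.32, edgeR adjusted p = 0.0130), and *Nlrc5* had 82.9 ± 20.6 and 24.4 ± 15.7 CPM (1.72, edgeR adjusted p = 0.0340), but its adjusted p stayed below 0.05 in 4 of 12 fits with 1 mouse left out.

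*Apobec3* ends 79968 bp from *Pdgfb* on chromosome 15, so a variant of the strain in which the *ret* allele was made could lower it. Within 10 Mb of *Pdgfb*, 19 of 311 tested genes (6.11%) passed in a class of the deep brain, against 4.68% elsewhere (exact hypergeometric test, one-sided, p = 0.148). Within 1 Mb, 6 of 51 genes (11.8%) passed, and 7.05% of 18153 such windows around other genes held as large a share. Neither value decides. In neurons, oligodendrocyte precursor cells and astrocytes the log2 fold change of *Apobec3* was −0.23, −0.13 and 0.06 (edgeR adjusted p = 0.779, 0.992 and 0.883). A linked variant and an effect of the genotype in microglia cannot be told apart, because both go with the genotype in all mice.

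More IFNR-like and T cell–like nuclei alone could raise the genes of MHC class I in mutant microglia. In all deep brain microglia *H2-K1* was higher in mutants by 1.21 and *H2-D1* by 1.11 (log2 of CPM + 10; exact permutation test, two-sided, p = 0.00216 and 0.00216, the smallest possible). In homeostatic-like nuclei alone *H2-K1* was higher by 1.20 and *H2-D1* by 1.15 (exact permutation test, p = 0.00216 for each), which argues against it. Free RNA is argued against by 2.96 CPM of *H2-K1* in neurons of mutants. A response of microglia to the genotype remains a hypothesis, found and tested on the same data.

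In cortical microglia 24 of 2843 genes were higher in mutants and none lower (edgeR, adjusted p below 0.05, with 203 genes at an unadjusted p below 0.05). Of these 11 had no overlap, as did 0.668% of all genes. Only 2 of 100 splits gave as many, the real one included, but another split gave 36, so chance is unlikely but not excluded. The splits did not keep libraries of the same replicate number as pairs. The libraries of the same replicate number pair in the cortex, and with them as a block 51 genes passed. Without mutant mice 1 and 4 the counts were 11 and 12, without control mice 2 and 5 they were 11 and 9, and without mutant mouse 6 the count was 48. *Gm4951* had 246 ± 79.5 CPM in mutants and 57.2 ± 26.1 in controls (SD, n = 6; log2 fold change 2.07, edgeR adjusted p = 0.000877), and *H2-K1* 688 ± 245 and 243 ± 105 (1.42, edgeR adjusted p = 0.00711). *Erbb4* had 333 ± 317 and 83.7 ± 29.3 CPM (2.02, edgeR adjusted p = 0.0382, below 0.05 in 5 of 7 alternatives and at most 0.908, with 2 UMIs as the limit for contaminants). It passed in 3 of 8 fits with 1 library left out, and failed without each of control mice 1 to 5.

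RNA from neurons in microglial droplets could lie behind cortical genes such as *Erbb4*. The 100 genes highest in neurons over microglia took 2.52 ± 0.744% of microglial UMIs in mutants and 1.63 ± 0.452% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.0368), and 93% of them were higher in mutants. Of the 24 genes 16 are in this list, and without these the shares were 2.06 ± 0.633% and 1.42 ± 0.452% (exact permutation test, p = 0.0758), with 91.7% higher. Of the 24, 17 were at least 2-fold higher in neurons and 7 at least 2-fold lower, and the latter argue against neuronal RNA for the whole pattern. Without clusters led by another cell class 4 genes passed, but this left 6, 5 and 3 of the 46, 19 and 62 nuclei of mutant mice 1, 2 and 4 and 20 to 257 nuclei of each control, so this count decides nothing. For the 17 genes neuronal RNA stays open. In deep brain microglia the share of the 100 genes was 1.21 ± 0.282% and 0.954 ± 0.419% (exact permutation test, p = 0.238) with 82% of them higher in mutants, but none of the 7 higher genes was at least 2-fold higher in neurons.

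Other classes of the deep brain, whose genes the paper does not report, also differed between genotypes (edgeR, adjusted p below 0.05). In neurons 76 of 19986 genes passed, 22 higher and 54 lower in mutants, 60 of them without overlap (0.996% of all genes), and 2 of 100 splits gave as many. The neuron count depends on single mice and ranged from 6 without mutant mouse 2 to 215 without control mouse 3. In oligodendrocytes 224 of 13520 passed, 166 higher and 58 lower, 135 without overlap (1.69% of all), and 1 of 100 splits, the real one, gave as many. Their count ranged from 104 without mutant mouse 3 to 504 without mutant mouse 6. In oligodendrocyte precursor cells 3 of 12057 passed, 1 higher and 2 lower, 2 without overlap (0.207% of all), 4 of 100 splits gave as many, and without control mouse 2 or mutant mouse 4 edgeR called 0, with 595 and 766 genes at an unadjusted p below 0.05, where DESeq2 called 15 with all mice. Mural cells gave 5 of 205 genes, 1 higher and 4 lower, 2 without overlap (1.46% of all), with 2 of 100 splits as large and a range from 1 without mutant mouse 5 to 19 without control mouse 3. By these shares chance is unlikely for each class taken alone. It is not excluded, and in neurons, precursor cells and mural cells another split gave more genes (up to 122, 8 and 9). In oligodendrocytes another split gave up to 76.

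In oligodendrocytes of mutants *C4b* had 76.8 ± 22.5 CPM, against 19.6 ± 4.13 in controls (SD, n = 6; log2 fold change 1.98, edgeR adjusted p = 4.24e-05), and *Alk* 139 ± 36.9 against 28.7 ± 2.03 (2.27, edgeR adjusted p = 1.49e-06). *Gm28322* rose by 2.58, and *Dach2*, *Prtg* and *Arhgap24* fell by 0.96, 0.93 and 0.90 (edgeR adjusted p = 4.08e-06, 0.00741, 0.000876 and 0.00208). All passed with any 1 mouse left out. In precursor cells *Scel* fell by 0.84 (edgeR adjusted p = 0.0113), and did not pass without mutant mice 1, 4 or 5 or control mouse 2. In neurons *Dkk3* fell by 1.38, *Herc6* by 1.13, *Satb1* by 0.85 and *Arhgap15* by 0.66, and *Trpc7*, *Pde4b* and *Enox2* rose by 0.45, 0.37 and 0.34 (edgeR adjusted p = 0.0479, 0.0265, 0.0305, 0.0470, 0.0477, 0.0454 and 0.0477), and each passed in at most 4 of 12 fits with 1 mouse left out. In mural cells *Grm7* fell by 1.97 (edgeR adjusted p = 0.00280, 12 of 12 such fits) and *Rapgef5* by 1.38 (edgeR adjusted p = 0.0411, 2 of 12). Every gene in this paragraph was on 1 side of all 6 controls in 6 of 6 mutants. RNA from neurons in oligodendrocyte droplets could raise genes there. The 100 genes highest in neurons over oligodendrocytes took 0.440 ± 0.136% of UMIs in mutants and 0.382 ± 0.0822% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.394), and 84% of them were higher in mutants. Of the 166 higher genes of oligodendrocytes, 43 were at least 2-fold higher in neurons, and for these neuronal RNA and a change in oligodendrocytes cannot be told apart, as the set rose by less than its spread. Another 36 were at least 2-fold lower in neurons, which argues against it as the whole explanation. No explanation was tested for the genes of neurons, precursor cells and mural cells.

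In astrocytes 660 of 12809 genes passed (edgeR), 409 higher and 251 lower in mutants, 259 without overlap (2.45% of all genes). Only the real split among 100 gave as many, but another split gave 448, so chance is unlikely but not excluded. The count was 431 without mutant mouse 3, 438 without control mouse 5 and 1059 without mutant mouse 6. Higher in mutants were *Rimbp2* by 1.74, *Galnt13* by 1.73 and *Fam155a* by 1.63 (edgeR adjusted p = 3.31e-05, 0.00164 and 8.09e-05), and *Lrrc8c*, *Acat3* and *Arhgap18* fell by 1.87, 1.54 and 1.35 (edgeR adjusted p = 0.000901, 0.000774 and 0.000170), without overlap in 6 of 6 mutants. RNA from neurons in astrocyte droplets could raise some of them. The 100 genes highest in neurons over astrocytes took 0.512 ± 0.0867% of UMIs in mutants and 0.348 ± 0.0383% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.00433), and 93% of them were higher in mutants. Without the 16 that passed themselves the shares were 0.298 ± 0.0496% and 0.241 ± 0.0342% (exact permutation test, p = 0.0519), with 91.7% higher. Of the 409 higher genes, 124 were at least 2-fold higher in neurons than in astrocytes, and for these neuronal RNA stays open. Another 72 were at least 2-fold lower in neurons, which argues against it as the whole explanation. In endothelial cells the share of such genes did not differ (exact permutation test, p = 0.996), and 43% of them were higher in mutants.

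In endothelial cells 50 of 3530 genes passed (edgeR), 32 higher and 18 lower in mutants, 28 without overlap (1.36% of all). Only the real split among 100 gave as many, and another split gave at most 8, so chance is unlikely. The count was 103 without control mouse 3 and 32 without mutant mouse 4. *Angpt2* had 227 ± 80.2 CPM in mutants and 19.9 ± 24.1 in controls (SD, n = 6; log2 fold change 3.50, edgeR adjusted p = 0.000129), and *Edn1* 660 ± 174 and 132 ± 97.3 (2.29, edgeR adjusted p = 0.000211). *Lpar6* rose by 1.56, and *Lmntd1*, *Rgs5* and *Colgalt2* fell by 2.34, 2.22 and 1.05 (edgeR adjusted p = 0.000817, 0.000129, 0.00402 and 0.0141), with no overlap in 6 of 6 mutants, and *Colgalt2* did not pass without mutant mouse 4. RNA from other classes could carry genes into endothelial droplets. Of the 32 higher genes, 7 were already at least 2-fold higher in endothelial cells of controls than in any other class of mutants, as were 7.99% of all genes. RNA of those classes cannot raise them further, which argues against it as the whole explanation, and for the other 25 it stays open. Scaled by all UMIs, *Angpt2* had 171 CPM in endothelial cells of mutants and at most 64.8 in another class (mural cells), but the gene was chosen for its rise and mural cells are fewer in mutants, so this decides nothing.

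Less mural RNA, with fewer mural cells in mutants, could lower genes in the same endothelial nuclei, whose cluster also met the list of mural markers. The 100 genes highest in mural over endothelial cells took 1.44 ± 0.161% of UMIs in mutants and 1.81 ± 0.360% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.0455), and 68% of them were lower in mutants. As 7 of them had passed themselves, mural markers that had not, *Vtn*, *Pdgfrb* and *Notch3*, were taken too. Their level in endothelial cells was 11.4 ± 6.90% of that in mural cells of controls in controls and 3.43 ± 4.40% in mutants (SD, n = 6; exact permutation test, two-sided, p = 0.0303), while the other 93 genes of the list had p = 0.212. Of the 18 lower genes, 7 were at least 2-fold higher in mural than in endothelial cells. The fall of *Rgs5* would need mural RNA to make up 59.9% of that in endothelial droplets of controls, and the markers and the 93 genes allow at most 26.4% in any control library, which argues against mural RNA for it. *Gjc1* would need 19.2% and the other 5 between 4.57 and 8.60%, and for these 6 mural RNA stays open. Another 7, *Lmntd1* and *Colgalt2* among them, were at least 2-fold lower in mural cells, which argues against mural RNA as the whole explanation. A response of endothelial cells to the genotype was not tested apart from these and stays open.

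Microglia were 4.39 ± 0.486% of deep brain nuclei in mutants and 3.26 ± 0.328% in controls (SD, n = 6), a difference of 1.13 percentage points (exact permutation test, two-sided, p = 0.00216, the smallest possible, and 0.0108 after adjustment over 10 classes). Mural cells were 0.0829 ± 0.0282% and 0.254 ± 0.0637%, a difference of −0.171 points with the same exact permutation p and adjusted p. Both held in 6 of 6 mutants against every control. In the cortex mural cells were 0.00557 ± 0.00874% and 0.0538 ± 0.0765%, a difference of −0.0483 points (exact permutation test, p = 0.0325, adjusted p = 0.325), and −0.0175 (p = 0.0671) without control mouse 5. With cortical libraries of the same replicate number as pairs, the exact permutation p of −0.0483 was 0.0625. The microglial share of the deep brain counted all 4806 nuclei of the microglial cluster, before contaminants were left out and with T cell–like nuclei in it. No technical explanation was tested for these shares, and a share of nuclei does not give a number of cells in the tissue.

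T cell–like nuclei were 2.87 ± 0.993% of deep brain microglial nuclei in mutants and 1.25 ± 0.860% in controls (SD, n = 6; exact permutation test, two-sided, p = 0.0152, and 0.0530 after adjustment over the 7 clusters). Free RNA or a difference in depth could place T cell markers in microglial droplets. At least 2 of 4 T cell markers were found in 87.0% of the 54 nuclei of this cluster and in at most 1.35% of nuclei of any other cluster, which argues against free RNA. Their *P2ry12* level was 38.2 CPM, against 1677 in the first homeostatic-like cluster. The share was not computed at equal depth, so a difference in depth stays open for its size.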

How the results depend on the processing

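Removing clusters led by another cell class, from the gene counts, the shares and the CAM marker level, and leaving the second homeostatic-like cluster unnamed were chosen only after the results had been seen, as were names with 50 CPM added, other denominators, the mitochondrial cluster counted as homeostatic-like, CAM-like nuclei without the cluster led by MHC class II genes, and permutation of signs within pairs.

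Among the results that answer a comparison, 142 of 192 values under alternatives other than leaving out a library kept their direction and side of the threshold, or for counts stayed within 1.5 times. Another 13 no longer passed, 4 newly passed and 33 counts moved. Of 450 values with 1 library left out, 377 kept both, 22 no longer passed, 4 newly passed and 47 moved. For single genes, 2849 of 2944 values kept both, 34 no longer passed, 58 newly passed and 3 reversed, and with 1 library left out 5682 of 5844 kept both, 139 no longer passed and 23 newly passed.

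No filter on low counts adds genes to the test and gave 103 genes in deep brain microglia (all 8 among them), 132 in cortical microglia (all 24), 1404 for CAM-like against homeostatic-like nuclei (312 of 423), 39 for the interaction, 184 between regions in controls (51 of 56), 17 in mural cells (4 of 5), 17 in precursor cells (all 3) and 160 in endothelial cells (44 of 50). DESeq2 gave 16 genes in deep brain microglia, 18 in mural cells, 532 in neurons, 486 in oligodendrocytes and 15 in precursor cells. With the replicate number as a block there were 15 genes in deep brain microglia, 51 in cortical microglia, 15 in mural cells, 198 in neurons and 9 in precursor cells. The block for mice matched by age gave 13, 50, 19 (mural cells) and 10 (precursor cells). With the mouse as a block 4 genes passed for the interaction and 125 between regions. For the interaction edgeR called 0 of 8943 genes, with 376 at an unadjusted p below 0.05, and DESeq2 called 0. The cause of these shifts was not tested, apart from the number of genes in the test.

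With 2 UMIs as the limit for contaminants the counts were 33 in deep brain microglia, 14 in cortical microglia, 1 for the interaction and 25 between regions. Removal of doublets by Scrublet, which marked 29.2 to 46.8% of nuclei in 4 cortical libraries and at most 0.473% in 5, gave 6 genes in cortical microglia and 106 between regions, and a cortical CAM marker level difference of 0.86 (exact permutation test, p = 0.0693). Cortical microglia without clusters led by another cell class had 4 genes, all among the 24, and a CAM marker level difference of 0.50 (exact permutation test, p = 0.372), with 3 to 6 nuclei left in mutant mice 1, 2 and 4. Clustering with all variable genes gave 254 genes for CAM-like against homeostatic-like nuclei, of 1136 tested, and a homeostatic-like difference of −16.9 points (exact permutation test, p = 0.0758). With the second homeostatic-like cluster unnamed this difference was −14.96 points (exact permutation test, p = 0.145). The cause was not tested for any of these.

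At a resolution of 0.8 the IFNR-like difference was 2.11 points (exact permutation test, p = 0.0887). The proliferating-like share has no value at a resolution of 0.4 with a limit of 1 UMI. It differed by 0.877 points at 0.8 (exact permutation test, p = 0.0173) and by 0.409 with 2 UMIs as the limit (p = 0.275). At 0.2 no cluster was IFNR-like and the share has no value. The cortical CAM marker level difference was 1.05 with 7 markers without *Apoe* (exact permutation test, p = 0.0519) and 0.86 in nuclei thinned to 1000 UMIs (p = 0.121). At a resolution of 0.1 for all nuclei the cortical mural difference was −0.0523 points (exact permutation test, p = 0.180). With a preset correlation, camera gave an adjusted p of 0.00603 for the genes the paper lists as lower in CAM in the deep brain and of 0.0108 for those listed as higher in the cortex, against 0.273 and 0.101 with the estimated correlation and 0.254 and 0.0767 with fry. In the cortex the listed lower genes had an adjusted p of 0.0259 (camera) and 0.0101 (fry). The cause was not tested.

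CAM-like against homeostatic-like nuclei gave 280 genes of 3654 without the nuclei of the cluster led by MHC class II genes, in the 5 mutants left with at least 5 CAM-like nuclei. There *Fcrls* (−0.37) and *Bin1* (−0.45) did not pass (edgeR adjusted p = 0.412 and 0.255) and *Cd9* newly did (0.88, edgeR adjusted p = 0.0282). The cause was not tested.

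Shares and marker levels were also tested by exact permutation of signs within the 6 pairs of mutant and control with the same replicate number, a block whose smallest possible p is 0.0312. In the cortex, where all 6 pairs correlate over all nuclei, p was 0.156 for the CAM marker level difference of 0.92 and 0.0625 for the mural difference of −0.0483 points. In the deep brain, where 4 of 6 pairs had a correlation above 0.1 and numbers 1 to 4 share an age to the day but 5 and 6 do not, p was 0.0938 for the CAM-like difference of 4.34 points, 0.0625 for the homeostatic-like difference of −10.4, 0.0625 for the IFNR-like difference of 2.35 and 0.0312 for the oligodendrocyte difference of −3.17. This block changed no other call of a share or marker level. The cause was not tested.

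Reversed were *Herc6* in CAM-like against homeostatic-like nuclei, with a log2 fold change of 1.06 at a resolution of 0.2, and with 2 UMIs as the limit *Xist* in the same comparison (−0.0338) and *Sox6* between regions (−0.0897). The cause was not tested.

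With 1 library left out at a time, deep brain microglia had 6 to 26 genes (26 without control mouse 6). Cortical microglia had 9 to 48, with 11 without mutant mouse 1, 11 without control mouse 2, 12 without mutant mouse 4, 9 without control mouse 5 and 48 without mutant mouse 6. CAM-like against homeostatic-like nuclei gave 294 to 406, regions in controls 48 to 83, and the interaction 0 to 3 (3 without the deep brain of control mouse 3 and 1 without the cortex of mutant mouse 5). Endothelial cells had 32 to 103 genes (32 without mutant mouse 4 and 103 without control mouse 3) and astrocytes 431 to 1059 (431 without mutant mouse 3, 438 without control mouse 5 and 1059 without mutant mouse 6).

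Neurons had 6 to 215 genes, with 12, 6, 8, 170, 36 and 17 without mutant mice 1 to 6 and 8, 215, 11 and 8 without control mice 1, 3, 4 and 5. Oligodendrocytes had 104 to 504, with 137 and 107 without control mice 1 and 2 and 111, 104, 394 and 504 without mutant mice 2, 3, 4 and 6. Precursor cells had 0 to 8, with 1, 0, 1 and 8 without mutant mice 1, 4, 5 and 6 and 0, 8 and 5 without control mice 2, 3 and 6. By edgeR, 595 genes without control mouse 2 and 766 without mutant mouse 4 had an unadjusted p below 0.05, and DESeq2 called 15 with all mice. Mural cells had 1 to 19, with 19 without control mouse 3, 1 without each other control mouse and without mutant mice 2, 3 and 5, 2 without mutant mouse 4 and 3 without mutant mouse 6.

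With 1 library left out, the CAM-like difference was 3.45 to 5.07 points, the homeostatic-like −12.3 to −8.49 and the CAM marker level 0.74 to 0.93 in the deep brain, each with an exact permutation p below 0.05 throughout. Its interaction with region was −0.28 to 0.30. The IFNR-like difference was 1.85 to 2.86 points and did not pass without control mice 1 to 5 (exact permutation test, p = 0.0952, 0.0736, 0.0693, 0.0693 and 0.0887) or mutant mice 2, 3 and 6 (p = 0.0801, 0.0823 and 0.0844). The CAM marker level in the cortex was 0.59 (without mutant mouse 2) to 1.10, and did not pass without control mice 1 to 5 (exact permutation test, p = 0.123, 0.119, 0.0693, 0.0758 and 0.0823) or mutant mice 1, 2 and 3 (p = 0.0801 each).

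Class shares of deep brain nuclei differed by 0.941 to 1.25 points for microglia, −0.182 to −0.148 for mural cells, −0.363 to −0.139 for precursor cells, 1.16 to 1.97 for astrocytes (p = 0.0130 without mutant mouse 6, exact permutation test), −0.124 to −0.00741 for endothelial cells and 0.0673 to 0.127 for ependymal cells (exact permutation p = 0.0152 without control mouse 2). The ranges were 0.0607 to 0.235 for fibroblasts, −0.380 to 1.15 for neurons, −3.59 to −2.13 for oligodendrocytes and 0.349 to 0.649 for unnamed nuclei (0.621 without control mouse 5, exact permutation p = 0.0498, and 0.649 without mutant mouse 1, p = 0.0303).

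In the cortex they were 0.0897 to 1.05 for microglia, −0.792 to −0.233 for precursor cells, −0.933 to −0.000978 for astrocytes, −0.252 to −0.0665 for endothelial cells, −0.170 to −0.0777 for ependymal cells, −0.184 to 0.0776 for fibroblasts, −15.5 to −1.37 for neurons, −1.47 to 1.83 for oligodendrocytes and −1.16 to 18.8 for unnamed nuclei. The mural difference was −0.0590 to −0.0175, and did not pass without control mouse 5 (−0.0175, exact permutation p = 0.0671), mutant mouse 6 (−0.0500, p = 0.0671) or any of mutant mice 1 to 4 (−0.0472, p = 0.108). Low depth limits the cortical class shares, since 7 of the 12 libraries had medians below 1500 UMIs per nucleus. Cortical microglia had medians of 1866 to 4375 UMIs, and their values are limited by the 19 to 325 nuclei per library.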

Differences from the paper's values

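The alternatives chosen only after the values had been seen are the scale factor of 10000, names with 50 CPM added, pairs in the cortex, the CAM marker level without clusters led by another cell class and, for the homeostatic share, the mitochondrial cluster counted as homeostatic-like and the denominator without clusters led by another cell class. The paper's test took nuclei as replicates, and the values here over nuclei cover 6 controls, where the paper's microglial analysis had 5.

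The paper's source table for its volcano plot gives log2 fold changes of CAM against homeostatic nuclei. At the scale factor of 1000 that the methods state, 264 of its genes differed from it by a median of 0.693, and at a scale factor of 10000, chosen after the values had been seen, by 0.356. At either factor, 68 of 68 genes the table marks as higher were higher here and 25 of 26 marked as lower were lower. The scale factor cannot change the sign of such a fold change, so these counts do not favour either factor. Over the 264 genes 252 had the same sign. The alternatives set before the data were examined were clustering with all variable genes, resolutions of 0.2 and 0.8, 2 UMIs as the limit for contaminants, and removal of doublets by Scrublet.

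For *Apoe* the paper's value is 2.87, against 2.08 here at a scale factor of 10000 (0.93 at 1000). For *Lilrb4a* it is 3.11, against 2.43 (0.55), for *Spp1* 2.46, against 1.25 (0.20), and for *Flt1* 1.81, against 0.94 (0.13). With 2 UMIs as the limit for contaminants these were 2.98, 2.86, 1.56 and 1.16, within the spread between libraries of the paper's, and under the other 4 alternatives they were not. For *Cd74* the paper's value is 2.31, against 4.04 (1.48), for *Csf1* 1.94, against 1.10 (0.18), for *Fmn1* 1.57, against 0.75 (0.15), and for *Myo1e* 2.72, against 2.05 (0.56). None of the 5 alternatives brought these within the spread. Of the 110 CAM-like nuclei here 49 fall, at a resolution of 0.8, in a cluster of 50 led by MHC class II genes and *Cd74*. None of the alternatives left such nuclei out. Fold changes over nuclei were not computed without them, so their part in the gap for *Cd74* is open.

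The same table gives the percent of CAM nuclei in which a gene was detected. The paper's value is 33% for *Axl*, against 20.9% here, and the gap was within 1.5 times or the spread between libraries with all variable genes (22.2%), at a resolution of 0.8 (22.6%), with 2 UMIs as the limit (25.2%) and with Scrublet (21.7%), but not at 0.2 (16.5%). For *P2ry12* it is 69.3%, against 43.6%, and the gap was within these limits with all variable genes (49.2%), at 0.2 (64.3%) and with Scrublet (49.2%), but not in the other two. The paper's values for *Itgax*, *Lilrb4a* and *Spp1* are 29.5, 69.3 and 25%, against 15.5, 41.8 and 10.9%, and only 2 UMIs as the limit for contaminants brought them within these limits (21.2, 56.3 and 13.2%). For *Csf1*, *Flt1*, *Fmn1*, *Lpl* and *Myo1e* the paper gives 47.7, 36.4, 56.8, 44.3 and 68.2%, against 20.9, 15.5, 24.5, 19.1 and 39.1%, and none of the 5 alternatives brought them within these limits. Of the 110 CAM-like nuclei here 49 fall, at 0.8, in the cluster led by MHC class II genes, which had no UMI of *Lpl*. At 0.8 and with 2 UMIs as the limit such a cluster was also CAM-like, so these alternatives kept such nuclei. The percentages were not computed without them.

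The paper clustered 119935 deep brain nuclei and had 1728 microglial nuclei from 6 mutants and 1349 from 5 controls. Here 124958 nuclei were kept, and with a limit of 1 UMI for contaminants 1413 microglial nuclei from 6 mutants and 1045 from 6 controls, less than 1.5 times apart from the paper's. This compares totals, not nuclei per mouse, and those of controls cover 6 mice here and 5 in the paper. The paper states no number of UMIs, and with 2 UMIs as the limit there were 2069 and 1469, also less than 1.5 times apart.

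The paper describes the CAM signature as found in the deep brain alone. The CAM marker level was higher in mutants by 0.85 (log2) in the deep brain and by 0.92 in the cortex (exact permutation test, two-sided, p = 0.00216 and 0.0368), and the difference between regions was −0.07 (p = 0.905). Without clusters led by another cell class the cortical difference was 0.50 (exact permutation test, p = 0.372), and the p of 0.92 by exact permutation of signs within pairs of the same replicate number was 0.156. In the clustering of both regions together, CAM-like nuclei were 34 of 1413 in the deep brain of mutants, 3 of 1045 in that of controls, and 4 of 697 and 2 of 416 in the cortex of mutants and controls. With names from 50 CPM added, a second cluster was CAM-like too and these were 89, 23, 15 and 8. The paper names a cluster of proliferating microglia at a resolution of 0.4. Here the cell cycle markers were met at 0.4 by the CAM-like cluster and no separate cluster was named for them, while a cluster of 29 nuclei was at 0.8 and a cluster of 37 nuclei at 0.4 with 2 UMIs as the limit for contaminants, both set before the data were examined. The paper states homeostatic shares of 96% in controls and 89% in mutants. Here they were 85.9% and 76.3%, so that other nuclei were 14.1% and 23.7%, against 4% and 11% left by the paper's shares, 3.52 and 2.16 times as many and further apart than the spread between libraries. They were 8.33% and 15.8% at a resolution of 0.2, where only the mutant value was less than 1.5 times the paper's. At 0.8 they were 19.9% and 30.2%, with Scrublet 15.0% and 37.1%, with all variable genes 39.4% and 56.5% and with 2 UMIs as the limit 28.2% and 49.9%, all more than 1.5 times the paper's and further apart than the spread. With the mitochondrial cluster counted as homeostatic-like and clusters led by another cell class left out of the denominator, both chosen after the values had been seen, the homeostatic shares were 95.8% (958 of 1000) and 89.0% (1184 of 1330), and no called gene is dropped, as the setting changes the shares alone.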

Other observations

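Chosen only after the results had been seen were the test of surrounding RNA in control microglia of both regions, the test of immunoglobulin segments, the fit without the cluster led by MHC class II genes and the permutation of signs within mice.

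More genes in CAM-like against homeostatic-like nuclei of the 6 mutants concern microglial states. *Igf1* had a log2 fold change of 5.45 (edgeR adjusted p = 2.71e-08, higher in 6 of 6 mice) and *Ank* of 2.26 (edgeR adjusted p = 1.02e-05, 5 of 6). The cell cycle genes *Cenpp* and *Pola1* were higher by 3.32 and 2.52 (edgeR adjusted p = 6.37e-07 and 4.08e-06, 6 of 6 and 5 of 6 mice). Of the 110 CAM-like nuclei, 25 fall at a resolution of 0.8 in the proliferating-like cluster of 29. The rises of *Cenpp* and *Pola1* may come from these nuclei rather than from the rest of the cluster. *Cst7* had 60.9 CPM over the CAM-like nuclei and 2.38 in the other microglial nuclei, with a UMI in 8 of 110. *Cx3cr1* fell by 1.39, *Csf1r* by 1.00, *Fcrls* by 0.75 and *Bin1* by 0.75 (edgeR adjusted p = 3.26e-06, 0.0181, 0.0209 and 0.0199), lower in 6 of 6 mice except *Fcrls* in 5. *Csf1r* did not pass without mutant mice 2 or 5, *Fcrls* without mutant mouse 2, and *Bin1* without mutant mice 1, 2 or 5. Without the nuclei of the cluster led by MHC class II genes, *Fcrls* and *Bin1* did not pass either (edgeR adjusted p = 0.412 and 0.255), and *Csf1r* fell by 0.80 (edgeR adjusted p = 0.0225). *Trem2* had a log2 fold change of −0.59 (edgeR adjusted p = 0.123, lower in 6 of 6 mice) and *Tyrobp* of −0.10 (edgeR adjusted p = 0.886, lower in 3 of 6).

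In the same comparison *Tgfbr1*, *Smad3* and *Smad7* had log2 fold changes of −0.30, −0.19 and −0.22 (edgeR adjusted p = 0.377, 0.764 and 0.740), and *Tgfbr2* and *Tgfb1* of 0.04 and 0.29 (edgeR adjusted p = 0.9497 and 0.562). *Xist* was higher by 0.49 (edgeR adjusted p = 0.0344, 6 of 6 mice), and passed in 1 of 6 fits with 1 mouse left out. *Lilrb4a* had a log2 fold change of 5.92, *2010315B03Rik* of −3.99, *Tspan18* of −3.16 and *Zfp69* of −2.30 (edgeR adjusted p = 1.68e-14, 0.000822, 0.00138 and 2.74e-05), each in 6 of 6 mice and with no part in the clustering. *H2-Eb1* and *Cybb* entered the clustering, so their difference follows in part from how the clusters were formed. Among 32 splits by swaps of the states within mice, 1 gave 423 genes, the real one, but the states were formed from the same expression, so this decides nothing.

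A few plasma or B cells may lie in the CAM-like cluster. A UMI of an immunoglobulin variable segment was found in 11 of its 110 nuclei, with 510 UMIs, of which 82.4% came from mutant mouse 2. The cluster had 19 UMIs of *Igkc* and 26 of *Jchain*.

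The genotype difference in microglia was compared between regions. Of 8943 genes edgeR called 0, with 376 at an unadjusted p below 0.05, and DESeq2 called 0. As many were called in 100 of 100 splits of the mice, which any split gives against a count of 0, so this decides nothing. With the mouse as a block 4 genes passed, and over all nuclei 8 of the 12 mice had a correlation above 0.1 between their regions. In deep brain microglia *Apoe* had a log2 fold change of 0.83 (edgeR adjusted p = 0.110) and *Cd74* of 1.42 (edgeR adjusted p = 0.405). In cortical microglia *Rnf213* was higher in mutants by 1.16 (edgeR adjusted p = 0.0256), but did not pass without control mouse 3 or mutant mouse 5. *Herc6* was higher there by 0.89 (edgeR adjusted p = 0.0670).

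Genes that the paper names for microglia also passed in other classes of the deep brain. *Nlrc5* was higher in mutants by 1.82 in oligodendrocytes and by 1.44 in astrocytes (edgeR adjusted p = 0.00365 and 0.00122), and passed with any 1 mouse left out. *Csf1* was higher by 1.08 in endothelial cells and by 0.38 in astrocytes (edgeR adjusted p = 0.0260 and 0.0449), in 8 and 4 of 12 such fits. In oligodendrocytes *Tnik* was higher by 0.60 and *Pacsin1* lower by 0.55 (edgeR adjusted p = 0.0284 and 0.0351), in 6 and 3 of 12 such fits. Values of *Csf1*, *Tnik* and *Pacsin1* overlapped between genotypes.

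Genes the paper lists as lower in its CAM cluster had a median log2 fold change between genotypes of −0.10 in deep brain microglia and −0.13 in cortical microglia, with 19.2% of 26 genes higher in each. As a set they had an adjusted p of 0.273 by camera and 0.254 by fry in the deep brain, and of 0.0259 and 0.0101 in the cortex. Of the genes listed as higher in CAM, 84.2% were higher in mutants in deep brain microglia and 66.7% in cortical microglia.

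In microglia of controls 56 genes differed between regions (edgeR, adjusted p below 0.05), 26 higher in the deep brain and 30 in the cortex, 28 of them without overlap (1.03% of all genes). Among 32 swaps of regions within mice only 1, the real one, gave as many, and another gave at most 3, so chance is unlikely. RNA of surrounding cells may lie behind part of it, since 24 of the 26 genes higher in the deep brain were also higher in non-microglial than in microglial nuclei there, as were 27.6% of all genes. For the cortex this held for 14 of 30, against 26.2%. Higher in the deep brain were *Gpc5* by 4.11, *Lhfpl3* by 2.89 and *Sox6* by 2.62 (edgeR adjusted p = 8.04e-05, 0.00351 and 0.00524). Lower there were *Slc17a7* by 2.40, *Dpp10* by 1.73 and *Nptxr* by 1.53 (edgeR adjusted p = 3.47e-06, 0.00270 and 0.0198), and *Nptxr* did not pass without the cortex of control mice 3 or 4.

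Among microglial genes *Tyrobp* had 165 ± 20.3 CPM in the deep brain and 315 ± 97.9 in the cortex of controls (SD, n = 6; log2 fold change −0.89, edgeR adjusted p = 0.00641). *Cd68* was lower in the deep brain by 1.02, *Fcrls* by 0.88 and *P2ry12* by 0.66 (edgeR adjusted p = 0.0195, 0.00481 and 0.0140). *P2ry12* did not pass without the cortex of control mouse 4, and *Cd68* not without the cortex of control mice 1, 2 or 4 or the deep brain of control mouse 2. *Trem2* had a log2 fold change of −0.48 (edgeR adjusted p = 0.123).

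Shares of the other classes of deep brain nuclei differed by −3.17 percentage points for oligodendrocytes, 1.42 for astrocytes and 0.0914 for ependymal cells (exact permutation test, two-sided, p = 0.0671, 0.0952 and 0.108, adjusted p = 0.216 each over 10 classes). For precursor cells the difference was −0.281, for fibroblasts 0.146, for endothelial cells −0.0638, for neurons 0.417 and for unnamed nuclei 0.480 points (exact permutation test, p = 0.201, 0.335, 0.535, 0.773 and 0.134). In the cortex the adjusted p was 0.325 for mural cells and 0.898 for every other class (exact permutation test).

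Vascular genes were summed over all nuclei of a class. *Rgs5* had 328 CPM in endothelial cells of mutants and 1391 in those of controls, and 2126 and 1776 in mural cells. *Atp13a5* had 2332 and 4398 CPM in mural cells and 45.4 and 246.5 in endothelial cells, and *Ccn2* had 760 and 108 in endothelial cells.

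The source tables of the images give the paper's values per mouse, which were tested by exact permutation, two-sided, with adjustment over 7 measures. The paper's pDAP12 intensity was 7971 ± 1812 in CAM and 2918 ± 929 in other microglia and its pSMAD3 intensity 642 ± 165 and 265 ± 99.4 (SD, n = 3). Both were measured in the same 3 mice, and exact permutation of signs within mice gave p = 0.25 for each, the smallest possible, so neither can pass (exact permutation without regard to the mouse, p = 0.1, adjusted p = 0.233). With the antibody against TREM2 and with isotype control, the paper's values were 71.8 ± 8.55 and 43.3 ± 37.0 for cathepsin K intensity in calcifications (n = 7; exact permutation p = 0.0758, adjusted p = 0.233) and 277 ± 108 and 286 ± 130 for calcifications per mm3 (n = 8 and 7; p = 0.888, adjusted p = 0.888). They were 4.6 ± 1.52 and 6.4 ± 6.23 for Ki67-positive microglia per mm2 (n = 5; exact permutation p = 0.833, adjusted p = 0.888), 2423 ± 204 and 2495 ± 58.4 for CLEC7A intensity (n = 3; p = 0.6, adjusted p = 0.84) and 47966 ± 12011 and 31453 ± 25091 for the integrated density of APOE in CAM (n = 5; p = 0.206, adjusted p = 0.361).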
